# Microarray Comparison of Anterior and Posterior *Drosophila* Wing Imaginal Disc Cells Identifies Novel Wing Genes

**DOI:** 10.1534/g3.113.006569

**Published:** 2013-08-01

**Authors:** Daniel M. Ibrahim, Brian Biehs, Thomas B. Kornberg, Ansgar Klebes

**Keywords:** anteroposterior compartment border, pattern formation, expression microarray, engrailed, hedgehog

## Abstract

Signaling between cells in the anterior (A) and posterior (P) compartments directs *Drosophila* wing disc development and is dependent on expression of the homeodomain transcription factor Engrailed (En) in P cells. Downstream of *en*, posteriorly expressed Hedgehog (Hh) protein signals across the A/P border to establish a developmental organizer that directs pattern formation and growth throughout the wing primordium. Here we extend investigations of the processes downstream of *en* by using expression array analysis to compare A and P cells. A total of 102 candidate genes were identified that express differentially in the A and P compartments; four were characterized: *Stubble* (*Sb*) expression is restricted to A cells due to repression by *en*. *CG15905*, *CG16884*; *CG10200*/*hase und igel* (*hui*) are expressed in A cells downstream of Hh signaling; and RNA interference for *hui*, *Stubble*, and *CG16884* revealed that each is essential to wing development.

The subdivision of the wing imaginal disc into anterior (A) and posterior (P) compartments has several remarkable features. First, each compartment represents a defined and contiguous geographical area, and after the compartments are established in the early embryo, all descendents of the constituent cells retain the compartment identity of their ancestors, even to the adult stage (Garcia-Bellido *et al.* 1973). Second, in the wing blade primordium, the A and P compartments meet to form a remarkably straight boundary line. Third, the compartments are domains of gene expression for *engrailed* (*en*), *invected* (*inv*), and *hedgehog* (*hh*), which are expressed by all P compartment cells (Kornberg *et al.* 1985; Coleman *et al.* 1987; Tabata *et al.* 1992), and for *cubitus interruptus* (*ci*) and *patched* (*ptc*), which are expressed by all A compartment cells (Eaton and Kornberg 1990; Phillips *et al.* 1990). Other genes such as *vein* (Schnepp *et al.* 1996; Amin *et al.* 1999) and *knot/collier* (Vervoort *et al.* 1999) are expressed in a stripe that abuts the A/P compartment border’s anterior side.

Maintenance of the A/P compartment border depends upon *en*. In its absence, P cells transform into A type—they express *ci* and *ptc*, they are not confined by the A/P border and can join A cells across the border, and they make structures and patterns characteristic of the A compartment. In addition to this role as a selector gene in P cells that establishes P compartment identity and inhibits A compartment identity, *en* also creates a developmental organizer at the A/P compartment border by positively regulating *hh*. Hh made in P cells signals in a paracrine manner to A cells at the border, endowing them with organizer functionality (Basler and Struhl 1994; Tabata *et al.* 1995). Anterior cells at the border express proteins such as Decapentaplegic (Dpp) in response to Hh signaling, and the function of the organizer, which is dependent upon Dpp, regulates growth and patterning of both A and P cells (reviewed in Lawrence and Struhl 1996).

Despite our detailed understanding of these key signaling processes in wing development, many questions remain about the nature of the mechanisms that act downstream of A/P signaling. Among these are the processes that keep A and P cells separate and that define the position and shape of the border. The work described here was undertaken to identify additional genes that function at the A/P border. It sought target genes downstream of *en* and *hh* by searching for and characterizing genes with patterns of expression specific to either the A or P compartments.

We performed a global screen for genes with compartment-specific expression using expression array hybridization to compare transcript levels in A and P wing disc cells. In a previous expression microarray screen, we characterized transcripts isolated from single imaginal discs and identified and analyzed transcriptional differences between different types of discs from individual larvae (Klebes *et al.* 2002). These experiments were made possible by the application of linear RNA amplification protocols (Klebes and Kornberg 2008). In a second study, we applied this strategy to the analysis of microdissected imaginal disc cell populations in the state of transdetermination (Klebes *et al.* 2005). This investigation demonstrated that the direct microarray comparison of small cell populations that originate from the same imaginal discs is feasible. Here, we apply this strategy to a microarray comparison of sets of A and P compartment cells that had been microdissected from wing discs. This expression pattern-based approach identified 102 differentially expressed genes, of which approximately half had not been previously characterized by genetic or molecular studies. We show that *Sb* expression is downstream of En; that *CG15905*, *CG16884*, and *hui* are activated by ectopic Hh; and by using RNA interference (RNAi) knockdown, that *Sb*, *hui*, and *CG16884* are required for wing development.

## Materials and Methods

### Fly stocks

The following fly stocks were used: *w^1118^* or Oregon R for *in situ* detection experiments; *hs-flp*; *P{ry,neoFRT43D*, *y+}* and *w*; *P{w*, *FRT}43D*, *en^E^/CyO* for the generation of *en*/*inv* mutant cell clones [Df(2R)*en^E^* removes most of the *en* and *inv* transcription units (Gustavson *et al.* 1996)]; *ptc-Gal4* [a hypomorphic enhancer trap allele (Speicher *et al.* 1994)], *hh-Gal4* [an enhancer trap allele (Tanimoto *et al.* 2000)], *C765-Gal4* (Nellen *et al.* 1996), en-Gal4 (generated by Andrea Brand, FlyBase ID FBrf0098595), and UAS-GFP (Bloomington stock #4775) for *in vivo* labeling and RNAi expression; *vestigial* boundary enhancer Gal4 (*vg^BE^-Gal4*; gift from G. Schubiger) and *UAS-hh* (Ingham and Fietz 1995), and *UAS-dpp* (Bloomington stock #1486) for overexpression experiments. *UAS-RNAi* transgenic stocks were obtained from the Vienna Drosophila RNAi Center (http://stockcenter.vdrc.at), for *CG10200*: 13321, 47612, 47613, 103328; for *Sb*: 1613; for *CG15905*: 13865, 13866; for *CG16884*: 51362, 51363; from the Kyoto National Institute of Genetics Stock Center, for *CG15905*: 15905R-1; for *CG16884*: 16884R-2 and for *Sb*: 4316R-1; and from the Bloomington Drosophila Stock Center, *CG10200*: 28759.

### Immunolabeling

Imaginal discs were dissected and fixed (4% formaldehyde) following standard procedures (Sullivan *et al.* 2000). Antibodies were α-Twist (Thisse *et al.* 1988), α-Ci (Motzny and Holmgren 1995), α-Hh (Tabata and Kornberg 1994).

### RNA amplification, microarray hybridization, and data analysis

Green fluorescent protein (GFP)-labeled wing imaginal discs were microdissected under a fluorescence dissecting microscope. RNA isolation, amplification, and microarray procedures were previously described (Klebes *et al.* 2002, 2005; Klebes and Kornberg 2008). Detailed information about the microarray platform (accession number: GPL2581) and the array data from this study (accession number: GSE46601) are accessible on the Gene Expression Omnibus database, http://www.ncbi.nlm.nih.gov/geo/. In brief, hybridization probes were generated by two rounds of T7-catalyzed linear RNA amplification and labeled with Cy3 and Cy5 dyes. Reciprocally labeled probes (“dye flip”) were hybridized to custom-produced glass microarrays that contained approximately 14,000 100- to 600-bp exon sequences that were generated by polymerase chain reaction (PCR). Signal intensities were collected with a GenePix 4000A Scanner and processed with GenePix software (Molecular Devices) and global median normalized with NOMAD (http://ucsf-nomad.sourceforge.net/). We performed two kinds of data analysis. First ,we used the significance analysis of microarrays software package (SAM; Tusher *et al.* 2001) to identify 203 and 76 transcripts that are enriched in the A or P compartment, respectively (Supporting Information, Table S1). A higher stringency analysis was performed by combining the SAM statistical tools with cluster analysis (Eisen *et al.* 1998) with stringent filter settings. Expression ratios were evaluated with SAM using a Delta setting of 0.733 (9.2% false discovery rate). For the cluster analysis, we eliminated spots with a sum of median intensities <300 and without data in more than 20% of the experiments. Only those spots that show ratios greater than 1 (log2-transformed) in at least 6 of 12 experiments were considered for hierarchical clustering and generation of self organizing maps. Genes of those sub-clusters that showed predominant enrichment in one channel were further used (109 in the A group and 17 in the P group). To generate the list of 102 A- or P-enriched genes, 11 duplicate spots and 13 genes that were not identified as significant by the SAM analysis were eliminated.

### *In situ* hybridization experiments

*In situ* labelings with DIG-labeled RNA probes were performed as described (Klebes *et al.* 2002). RNA probes were generated by T7 or SP6 polymerase reaction on TOPO-TA (Invitrogen Inc.) subcloned PCR products. Primer sequences are available upon request. For the *in situ* detection experiments we selected genes from both lists, that is, the SAM list of 279, and the cluster analysis-derived list of 102 genes (see Figure 1). Of the 29 selected genes, 14 were represented in both lists (Table S1), 14 represented only by SAM analysis, and one gene (*kal-1/CG6173*) was segregated into the P cluster but was not considered to be significantly enriched by the SAM analysis. Because the *in situ* pattern confirmed the expression properties for all three groups of genes, we conclude that the application of stringent filter settings eliminated many true positives. For this reason we include the complete list of significantly enriched genes in Table S1.

**Figure 1:**
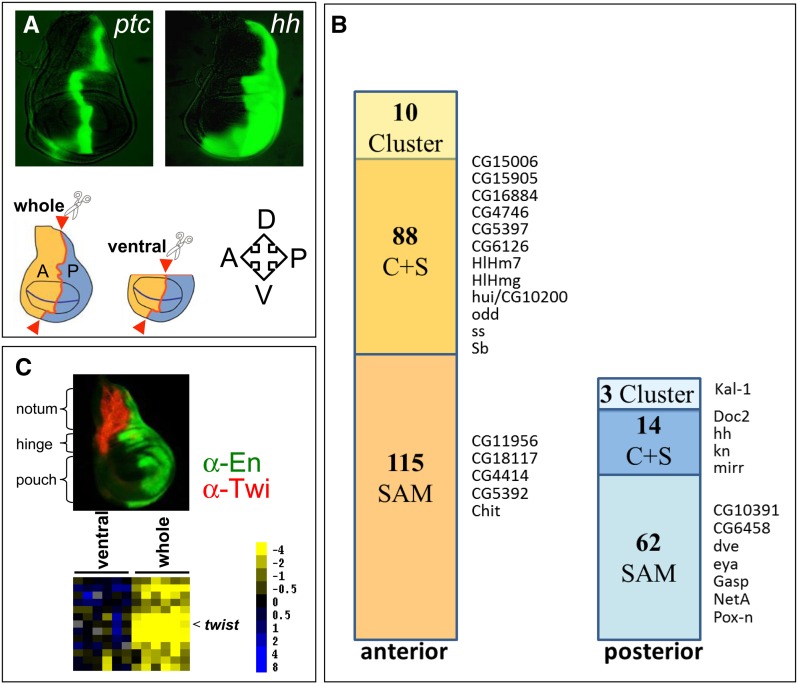
Expression array analysis identifies genes with predominant expression in A or P cells and a dorsal subcluster. ***(***A) GFP expression in the *ptc* and *hh* domains of wing imaginal discs was used to identify the compartment boundary for microdissection (genotypes: *ptc-Gal4* or *hh-Gal4* with *UAS-GFP*). Red arrowheads indicate locations of cuts that separated A and P cells of entire discs (whole) or discs without the dorsal part (ventral). The orientation of the discs is indicated: A, anterior; P, posterior; D, dorsal; V, ventral. (B) Bars indicate the numbers of transcripts identified with cluster analysis (Cluster), the significance analysis of microarrays algorithm (SAM), or both methods (S + C) to be enriched in anterior or posterior cells. The genes selected for *in situ* hybridization analysis as shown in Figure 2 are indicated. (C) The notum (dorsal) fragments identified a subcluster that includes *twist*. α-En (green) labels the P compartment and α-Twist (red) labels the adepithelial cells in the A region of the notum area. Heatmap legend shows log2-transformed ratios.

## Results and Discussion

### Comparison of transcript expression levels in wing disc A and P compartments

Because of the small size of the wing disc, obtaining sufficient material for microarray hybridization of defined cell populations, such as A and P cells, is challenging. We developed a method to analyze transcripts in A and P cells in single wing imaginal discs from third instar larvae. The method combines *in vivo* labeling, microdissection, linear RNA amplification, and microarray hybridization. We labeled the wing disc A/P compartment border in either of two ways, by expressing a GFP reporter transgene controlled by *ptc* or by *hh* (Figure 1A). Both reporter lines (*ptc-Gal4* and *hh-Gal4*) are weak mutant alleles for the respective genes, but neither reporter line had visible phenotypes as a heterozygote. Nevertheless, to avoid bias, we performed half of the experiments with the *ptc-Gal4* line and the other half with the *hh-Gal4* line. 

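The A/P ratio of 8 probes, representing 7 genes, was higher on the 6 *ptc-Gal4* arrays than on the 6 *hh-Gal4* arrays at an adjusted p under 0.05 from limma, and no probe was lower, while 198 probes in either direction had an unadjusted p under 0.05. The largest difference was at *white* (*w*, CG2759), which encodes an eye pigment transporter and is widely used as a marker of fly transgenes. Its log2(A/P) was 1.81 ± 0.99 (SD, n = 6) on the *ptc-Gal4* arrays and -4.78 ± 0.70 (SD, n = 6) on the *hh-Gal4* arrays, a difference of 6.58 (standard error 0.447, adjusted p = 0.000147, higher in A cells on 6 of 6 *ptc-Gal4* and 0 of 6 *hh-Gal4* arrays). Within the whole discs alone the difference at *w* was 7.22 and within the ventral fragments it was 5.95. *acs* (CG1139) came next, at 0.45 ± 0.55 (SD, n = 5) and -2.38 ± 0.47 (SD, n = 6). CG14339 differed by 2.05 and is printed directly after *w*. The other differences were 1.49 at CG3097, 1.11 at CG14459, 1.84 at a clone spot of *fused* (*fu*), a kinase of the Hedgehog pathway, and 1.89 and 1.68 at the clone spots of *dispatched* (*disp*), which acts in the release of Hedgehog. These clone spots of *fu* and *disp* are printed directly after GFP spots or 1 place further, and the CG-numbered probes of both genes gave a mean difference of -0.24. The call of the first *disp* spot ended with loess, with the authors' processed values and without any of 6 arrays (adjusted p = 0.0504 to 0.0930; kept without ventral *hh-Gal4* replicate 3, ventral *ptc-Gal4* replicate 2, whole *hh-Gal4* replicates 1 and 3 and whole *ptc-Gal4* replicates 1 and 2), and that of CG3097 without any array other than whole *hh-Gal4* replicates 1 and 3 (adjusted p = 0.0574 to 0.141).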

Wing discs have several different cell types in addition to columnar cells, including peripodial cells, associated tracheal branches, and adepithelial mesodermal cells that are present in different proportions in A and P locations. To control for the contribution and influence by transcripts from these cell types, we removed the dorsal-most part of the discs that contains most of the tracheal and adepithelial cells in half of the experiments (Figure 1A). 

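The A/P ratio of 9 genes was higher in whole discs than in ventral fragments at an adjusted p under 0.05 from limma, and no gene was lower, while 303 of the 10764 probes had an unadjusted p under 0.05 in either direction. *twin of eyg* (*toe*, CG10704), a Pax-family transcription factor, was higher in A cells in whole discs, with a log2(A/P) of 1.09, and higher in P cells in ventral fragments at -1.64, a difference of 2.73 (adjusted p = 0.00414, from 6 arrays against 6 by limma). *grain* (*grn*, CG9656), a GATA transcription factor, was at 0.41 in whole discs and -1.72 in ventral fragments (difference 2.12). CG2663 differed by 2.10, *slf* by 1.96 and CG13040 by 1.55. None of the 9 adepithelial (muscle precursor) markers measured on every array passed the test over all probes, and 2 passed when adjusted over the list alone. The markers *Him* and *twi* lacked data on some ventral arrays and are not among these 9. *Him* itself passed over all probes, with a difference of 2.61 (adjusted p = 0.0469 from limma). As a group the 9 markers were shifted up in whole discs at an adjusted p = 0.0193 from camera with its preset correlation, and adjusted p = 0.244 with an estimated correlation. With the preset correlation 9 of 24 lists were shifted in this comparison. Up were, among others, those of notum and hinge transcription factors (adjusted p = 0.0454, 2 of 12 genes called over all probes) and of heat shock proteins (0.00988, all 7 genes positive). Down were those of cytochrome P450 (0.0138) and of the Notch pathway (0.00106), among others. None passed with an estimated correlation, so this test without *Him* and *twi* does not set muscle precursors apart from the other lists. Among the 9 muscle precursor markers measured on every array, the largest single differences were 1.38 at *Act57B* and 1.05 at *Mef2*. *Act57B* is an actin of muscle and *Mef2* a regulator of muscle differentiation. Of 6 tracheal markers, none passed over all probes and 2, *serp* and *verm*, passed over the list alone (adjusted p = 0.0358 for the list, and 0.360 with an estimated correlation). *grn* and *slf* lost their calls without any of 7 arrays each (adjusted p = 0.0579 to 0.0783 for *grn*, kept without ventral *ptc-Gal4* replicate 2, whole *hh-Gal4* replicates 1 to 3 and whole *ptc-Gal4* replicate 2, and 0.0627 to 0.105 for *slf*, kept without ventral *hh-Gal4* replicate 3, whole *hh-Gal4* replicate 3 and whole *ptc-Gal4* replicates 1 to 3), and CG13040 without any of 4 ventral arrays (0.0540 to 0.0705, kept without ventral *hh-Gal4* replicate 3 and ventral *ptc-Gal4* replicate 2).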

Wing disc A and P cells were manually dissected under a fluorescence microscope and were treated separately to amplify polyadenylated RNA (Klebes and Kornberg 2008). For both the *ptc-Gal4* and *hh-Gal4* genotypes, (1) the entire A compartment was compared to the entire P compartment, and (2) the ventral A compartment was compared with the ventral P compartment; three replicates of each experiment were performed, resulting in a total of twelve. To minimize variability, the pair-wise comparisons of A and P cells were of the same imaginal disc. 

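Each of the 12 arrays compared the A cells with the P cells of the same disc in 2 colours. There were 3 arrays in each of 4 groups, whole discs and ventral fragments of the *ptc-Gal4* and *hh-Gal4* lines; the sample labels call the ventral fragment the pouch. The p-values given here therefore measure the spread between discs. A-cell RNA carried Cy3 on 6 arrays and Cy5 on the other 6, with 3 of each orientation in either region. The deposited files are the scanner output, with the median intensity of every spot and of its local background in both channels, written by GenePix Pro 3.0.0.98 for the ventral and 3.0.6.14 for the whole arrays and not yet normalized. Background was corrected here with normexp at an offset of 50, and the log2(A/P) values of each array were centred on their median, the global median normalization that the methods state. Spots that the scanner software had marked as not found or bad were left out. Ratios were tested with limma, with region, driver line and dye orientation as terms. The test covered the 10764 probes with data on at least 10 arrays, which represent 8140 named genes. On the ventral arrays, 53.2 to 83.1% of the spots were more than 2 background SDs above background in the A-cell channel and 51.2 to 79.8% in the P-cell channel. The whole arrays were dimmer, with a median A-cell intensity of 38 to 85 against 74 to 180 on the ventral arrays, and the number of arrays and this signal limit the precision. All whole arrays were scanned on one day and all ventral arrays on another, so a difference between the regions cannot be told apart from a difference between the scan days. The choice of background correction and of normalization could change the size of a ratio, above all at dim spots.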

Microarray hybridization was performed with custom-produced glass DNA microarrays that contained approximately 14,000 short PCR-generated cDNA fragments that represent approximately 75% of the currently annotated *Drosophila* genes as well as 72 spots representing GFP gene sequences.

We applied stringent filter settings (see *Materials and Methods*) that combine cluster analysis (Eisen *et al.* 1998) and a statistical algorithm, SAM (Tusher *et al.* 2001) to the hybridization data sets. Cluster analysis identified 98 A-enriched transcripts and 17 genes with preferential expression in P cells. The SAM analysis identified 203 A and 76 P transcripts. 

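At an adjusted p under 0.05 from limma, 152 probes representing 129 genes were higher in A cells and 42 probes representing 37 genes were higher in P cells, of 10764 tested. Among genes with one direction on every array, and leaving aside the *ci* clone spots printed after GFP spots, the largest A/P difference was at the homeobox gene *aristaless* (*al*, CG3935), with a mean log2(A/P) of 3.47 (standard error 0.134, adjusted p = 3.08e-07, higher in A cells on 12 of 12 arrays). CG15611 was at 2.66, near *scute* (*sc*) at 2.44 and the CG2125 spot of *ci* at 2.40, and the order among these is not read here. Further down were *Obp56a*, which encodes an odorant-binding protein, at 1.90, the imaginal disc growth factor *Idgf4* at 1.87, *Ect3* at 1.69 and the bHLH-PAS transcription factor *spineless* (*ss*, CG6993) at 1.56. On the P side, among genes higher in P cells on every array, the largest differences after *en* and *hh* were at *Inos*, the inositol phosphate synthase, at -1.34 (standard error 0.155, adjusted p = 0.000844, higher in P cells on 12 of 12 arrays), the Iroquois gene *mirror* (*mirr*) and *Arms* (CG10074) at -1.31. The *Arms* spot is printed directly after the bright *en* spot, and whether *en* adds to its signal was not tested. CG7294 was at -0.85, the T-box gene *Doc1* at -0.79 and *eyes absent* (*eya*) at -0.73. The median fold was 1.71 among the probes higher in A and 1.63 among those higher in P, and 52 and 7 of them exceeded 2-fold. Of the A calls, 81 had the same sign on every array with data, as had 14 of the P calls. In each region alone, 42 probes were called in both whole discs and ventral fragments. Leaving out 1 array moved the count higher in P below 28 in 4 cases, to 27 without ventral *hh-Gal4* replicate 1 or whole *ptc-Gal4* replicate 1, 26 without ventral *ptc-Gal4* replicate 1 and 23 without ventral *hh-Gal4* replicate 2. With a SAM statistic at the delta of 0.733 that the methods give, 234 probes were higher in A and 64 in P.

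**Figure D1:**
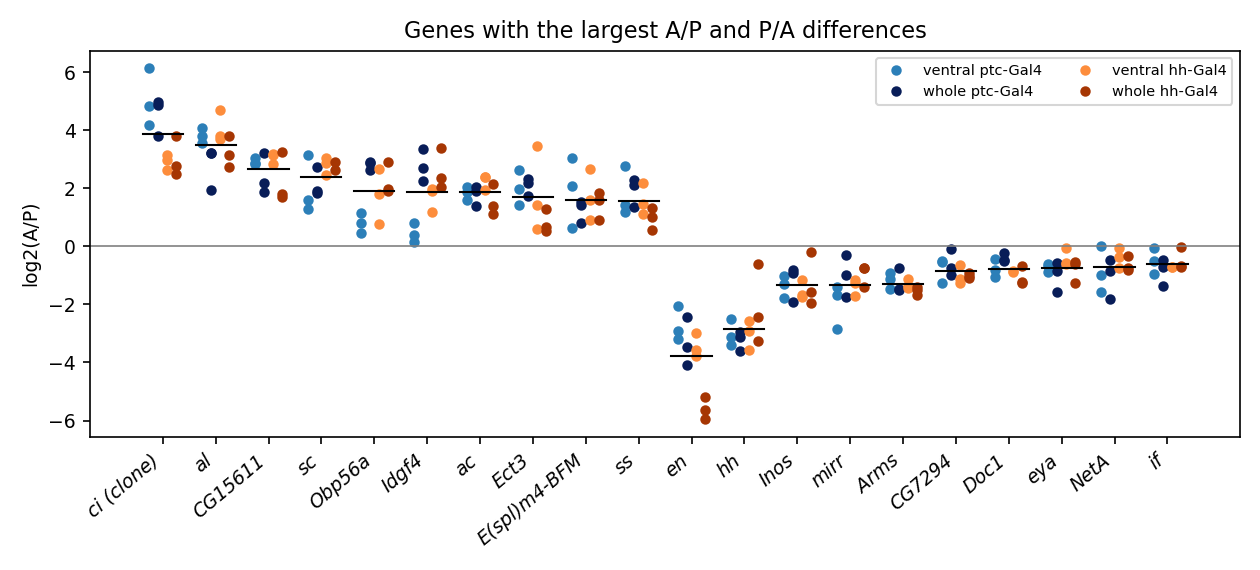
Log2(A/P) on each array for the genes with the largest differences, with 1 point per array, coloured by region and driver line, and a black line at the mean of all arrays. All points of *al* lie above 0 and all points of *en* and *hh* below it; names with (clone) are clone spots beside GFP spots.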

The 102 transcripts that were common to both methods (Figure 1B, Table S1) are considered as high confidence genes with preferential A (88) or P (14) expression. 

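Of the study's 88 A transcripts found by both methods, 79 could be tested and all 79 had a higher mean in A cells, and 74 passed the threshold of an adjusted p under 0.05 from limma. All 14 P transcripts could be tested, all were higher in P cells and 13 passed. The wider SAM lists hold 205 A and 76 P entries in Table S1. Of 175 A entries tested, 175 had a mean in the listed direction and 124 passed, and of 66 P entries tested these counts were 63 and 29. No entry was called in the opposite direction. These lists were chosen on the same arrays, so the counts are not independent evidence of direction. Of the 88 A transcripts 1 had no matching spot, and the other entries not tested had data on fewer than 10 arrays once spots marked as not found were left out. Without ventral *hh-Gal4* replicate 2 the number of passing P entries of the SAM list fell to 18, and without ventral *ptc-Gal4* replicate 1 to 19.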

The following observations support the validity of this approach. 

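GFP RNA, which the *ptc-Gal4* line makes in A cells along the compartment border and the *hh-Gal4* line in P cells, was higher in A cells on 6 of 6 *ptc-Gal4* arrays and higher in P cells on 6 of 6 *hh-Gal4* arrays. The mean log2(A/P) over the GFP spots was 2.98 ± 0.82 (SD, n = 6) for *ptc-Gal4* and -3.73 ± 1.19 (SD, n = 6) for *hh-Gal4*. From these mean log ratios the fold ranged from 3.66 on whole *hh-Gal4* replicate 3 to 48.2 on another whole *hh-Gal4* array, and it exceeded 12 on 5 of the 12 arrays. The ratio of the mean background-subtracted GFP intensities exceeded 12 on 10 of 12 arrays, and was 7.59 on whole *ptc-Gal4* replicate 1 and 9.32 on whole *hh-Gal4* replicate 3. With plain background subtraction in place of normexp, the fold from the mean log ratio exceeded 12 on 8 arrays.

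**Figure D2:**
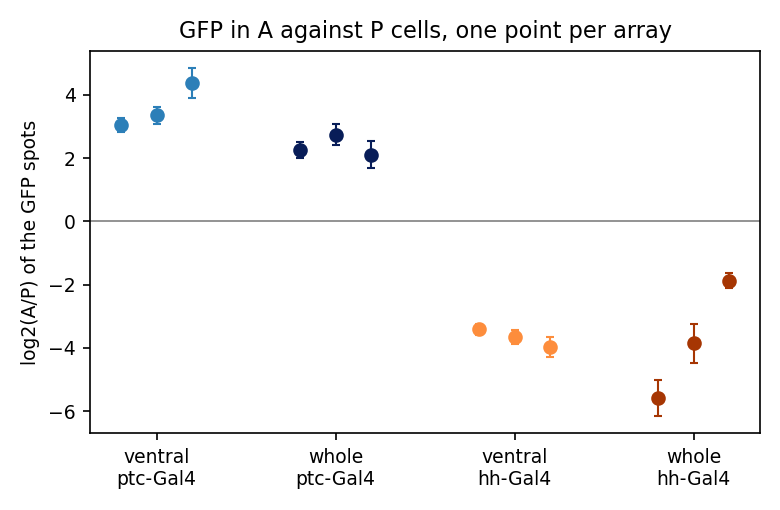
Log2(A/P) of the GFP spots in the 4 groups, with 1 point per array and error bars for the SD over the GFP spots of that array. The *ptc-Gal4* arrays lie above 0 and the *hh-Gal4* arrays below 0 in both regions, and whole *hh-Gal4* replicate 3 is nearest to 0, at 3.66-fold.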

GFP expression levels in each of 12 experiments were elevated more than 12-fold in A cells in probes made from the *ptc-Gal4* line, and were elevated to similar levels in P cells for the *hh-Gal4* line (Figure S1). The average ratios of hybridization signals for the genes known to be expressed in compartment-specific patterns were also consistent with the identity of the manually isolated cells. 

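*cubitus interruptus* (*ci*), the transcription factor of the Hedgehog pathway, was higher in A cells on 12 of 12 arrays at each of its 3 spots. The CG2125 spot had a mean log2(A/P) of 2.40 ± 0.74 (SD, n = 12; adjusted p = 1.79e-06 from limma), with 1.82 in whole discs and 2.98 in ventral fragments, and the ratio of its mean A to its mean P intensity was 9.89. The clone spots of *ci* gave means of 3.14 and 3.88; both are printed after GFP spots and were 1.86 and 1.83 higher on *ptc-Gal4* than on *hh-Gal4* arrays, against 0.22 at the CG2125 spot. *decapentaplegic* (*dpp*, CG9885), the signal made along the A/P border, had a mean log2(A/P) of 0.61 ± 0.77 (SD, n = 12), was higher in A cells on 10 of 12 arrays and missed the threshold over all arrays (adjusted p = 0.0956 from limma). Its ratio of mean intensities was 2.25. In ventral fragments *dpp* was at 1.12 (adjusted p = 0.0430) and in whole discs at 0.09 (adjusted p = 0.971), and the difference between the regions of -1.03 did not pass its own test (adjusted p = 0.938 from limma). The ventral call was lost with the authors' processed values and without any array other than whole *hh-Gal4* replicate 3 (adjusted p = 0.0518 to 0.198), and with plain background subtraction *dpp* passed over all arrays (adjusted p = 0.0472, in a range of 0.0472 to 0.277 over the alternatives).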

For the 12 experiments, the average A/P ratios of the A-expressed genes *ci* and *dpp* were 9.9 and 2.2, respectively. 

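*engrailed* (*en*, CG9015), the selector gene of the posterior compartment, had a mean log2(A/P) of -3.77 ± 1.24 (SD, n = 12; adjusted p = 1.13e-06 from limma) and was higher in P cells on 12 of 12 arrays, at -4.45 in whole discs and -3.09 in ventral fragments. *hedgehog* (*hh*, CG4637), the signal that P cells secrete, was at -2.84 ± 0.81 (SD, n = 12; adjusted p = 2.69e-05) and also higher in P cells on 12 of 12 arrays. *invected* (*inv*, CG17835), the paralog of *en*, was at -1.29 (standard error 0.265, adjusted p = 0.0390) and higher in P cells on 10 of 11 arrays. The ratios of mean P to mean A intensity were 9.57 for *en*, 11.9 for *hh* and 5.14 for *inv*. The *hh* value on whole *hh-Gal4* replicate 3 was -0.61, outside the range of -3.61 to -2.42 of the other arrays. The call of *inv* was lost without any of 8 arrays (adjusted p = 0.0534 to 0.201), and was kept without ventral *ptc-Gal4* replicate 3, whole *hh-Gal4* replicate 2 or 3, or whole *ptc-Gal4* replicate 3.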

The average P/A ratios for the P-expressed genes *en*, *hh*, and *inv* were 9.6, 11.9, and 5.1, respectively (Table 1, Table S1). Expression levels of the anteriorly expressed *ptc* gene could not be analyzed due to technical problems with the spot representing the *ptc* sequence on the microarrays.

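*patched* (*ptc*), which encodes the Hedgehog receptor, had 3 spots. The CG2411 probe gave a mean log2(A/P) of -0.02 ± 0.23 (SD, n = 12; adjusted p = 0.999 from limma) and was higher in A cells on 5 of 12 arrays, at a sign that turned to 0.01 with plain background subtraction and with the authors' processed values. One clone spot gave -0.14 ± 0.34 (SD, n = 12; adjusted p = 0.917), and the other had data on 1 array only.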

**Table 1:** Genes with more than twofold enrichment in transcript levels in A or P compartments

Gene Name	CG#	Annotated Function (www.flybase.org)	A#/P# (ratio)
**Anterior**			
*aristaless*	CG3935	Transcription factor	20.3
*CG15611*	CG15611	Regulation of Rho protein signal transduction	11.6
*scute*	CG3827	Transcription factor	11
*cubitus interruptus*	CG2125	Transcription factor	9.9
*Drip*	CG9023	Water channel activity; cell homeostasis	7.6
*Ect3*	CG3132	Beta-galactosidase	7.2
*achaete*	CG3796	Transcription factor	7
*CG13044*	CG13044	−	6.1
*CG2663*	CG2663	Transport, vitamin E binding	5.3
*CG31705*	CG6528	−	4.9
*sister of odd and bowl*	CG6993	DNA binding	4.9
*CG13023*	CG13023	−	4.8
*CG15714*	CG15714	Protein folding	4.6
*CG13574*	CG13574	Learning or memory, olfactory learning	4.2
*CG5966*	CG5966	Lipid metabolic process, triglyceride lipase activity	4.2
*Ecdysone-dependent gene 91*	CG7539	Structural constituent of pupal cuticle	4
*E(spl) region transcript 4*	CG6099	Cell fate specification; sensory organ development	4
*drumstick*	CG10016	Nucleic acid binding; zinc ion binding	3.9
*Odorant-binding protein 56a*	CG11797	Odorant binding	3.9
*CG3244*	CG3244	Binding, C-type lectin 27kd	3.7
*CG7090*	CG7090	Oxidation-reduction process	3.7
*Imaginal disc growth factor 4*	CG1780	Imaginal disc growth factor, hydrolase activity	3.6
*pxb*	CG14874	Learning and/or memory; olfactory learning; smoothened signaling pathway	3.5
*CG5397*	CG5397	Sterol O-acyltransferase activity	3.4
*CG16884*	CG16884	−	3.3
*CG9338*	CG9338	−	3.3
*CG14598*	CG14598	−	3.2
*CG16885*	CG16885	−	3.2
*Imaginal disc growth factor 3*	CG4559	NOT chitinase	3.2
*Aldehyde dehydrogenase*	CG3752	Aldehyde dehydrogenase (NAD+)	3.1
*Antennapedia*	CG1028	Transcription factor	3.1
*CG9312*	CG9312	−	3.1
*opa*	CG1133	Transcription factor	3.1
*Actin 57B*	CG10067	Structural constituent of cytoskeleton	3
*CG10112*	CG10112	Multicellular organism reproduction, structural constituent of chitin-based cuticle	3
*CG8634*	CG8634	Structural constituent of chitin-based cuticle, Cuticular protein 65Ec	3
*Bearded*	CG3096	Calmodulin inhibitor	2.9
*CG13060*	CG13060	−	2.9
*CG18634*	CG18634	−	2.9
*phyllopod*	CG10108	Protein binding; Ras protein signal transduction; peripheral nervous system development	2.9
*CG12481*	CG12481	−	2.8
*CG15786*	CG15786	−	2.8
*CG6357*	CG6357	Cysteine-type endopeptidase activity	2.8
*CG8701*	CG8701	−	2.8
*Drop (msh)*	CG1897	Transcription factor	2.8
*CG10625*	CG10625	Structural constituent of cuticle	2.7
*CG10962*	CG10962	Oxidation-reduction process	2.7
*E(spl) region transcript g*	CG8333	Transcription factor	2.7
*Stubble*	CG4316	Serine-type endopeptidase	2.7
*CG1674*	CG1674	−	2.6
*wunen-2*	CG8805	Phosphatidate phosphatase, G-protein coupled receptor protein signaling pathway	2.6
*CG3837*	CG3837	Transmembrane receptor protein tyrosine kinase signaling pathway, protein phosphorylation	2.5
*CG5391*	CG5391	−	2.5
*CG5888*	CG5888	Transmembrane receptor activity	2.5
*CG9336*	CG9336	−	2.5
*CG10311*	CG10311	−	2.4
*CG15006*	CG15006	Structural constituent of chitin-based larval cuticle	2.4
*CG18507*	CG18507	−	2.4
*CG7924*	CG7924	−	2.4
*Pherokine 3*	CG9358	Protein serine/threonine kinase activity; carrier activity; Ras protein signal transduction	2.4
*sob*	CG3242	RNA polymerase II transcription factor	2.4
*Tetraspanin 42El*	CG12840	Receptor signaling protein activity	2.4
*CG1368*	CG1368	Structural constituent of chorion	2.3
*CG4766*	CG4766	−	2.3
*CG8483*	CG8483	−	2.3
*odd skipped*	CG3851	Transcription factor	2.3
*CG1572*	CG1572	−	2.2
*CG15785*	CG15785	−	2.2
*CG4382*	CG4382	Carboxylesterase activity	2.2
*decapentaplegic*	CG9885	Signal transducer, morphogen, growth factor	2.2
*E(spl) region transcript 7*	CG8361	Transcription factor	2.2
*CG8502*	CG8502	Structural constituent of chitin-based larval cuticle, Cuticular protein 49Ac	2.1
*blown fuse*	CG1363	Mesoderm development; myoblast fusion	2
*CG10200*	CG10200	−	2
*CG8216*	CG8216	Regulation of transcription, DNA-dependent, DNA binding	2
*CG9871*	CG9871	Translation, structural constituent of ribosome, Ribosomal protein L22-like	2
**Posterior**			P#/A# (ratio**)**
*hedgehog*	CG4637	Cysteine-type endopeptidase	11.9
*engrailed*	CG9015	Transcription factor	9.6
*invected*	CG17835	RNA polymerase II transcription factor	5.1
*mirror*	CG10601	Transcription factor, smoothened signaling pathway	3.5
*Inos*	CG11143	Enzyme, myo-inositol-1-phosphate synthase	2.9
*CG10074*	CG30837	−	2.8
*Cytochrome P450-18a1*	CG6816	Cytochrome P450	2.2

Genes are listed that show expression ratios ≥2 and that were identified by clustering and significance analysis (compare text and Table S1). Ratios were calculated with the average median intensities of the twelve arrays for A cells (A/P ratio) or P cells (P/A ratio). 

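Ratios of the mean A to the mean P intensity over the 12 arrays were computed for all 83 entries of Table 1 from background-subtracted medians without normalization. They lay within 0.1 of the listed ratio for 70 of the 76 A entries and 7 of the 7 P entries. The median listed ratio is 2.9 for the A entries and 3.5 for the P entries, and the median fold from the mean log ratio after normexp was 2.16 and 2.52. These folds depend on how background is treated. With plain subtraction the fold from the mean log ratio was 9.49 at *ci* and 12.1 at *hh*, against 5.28 and 7.15 with normexp. The counts over 2-fold below are those with normexp. Of 70 A entries with data on at least 10 arrays, all 70 were higher in A cells, 68 passed an adjusted p under 0.05 from limma and 43 exceeded 2-fold. The 7 P entries were all called higher in P cells and 6 exceeded 2-fold. The table was chosen on these arrays and is not independent evidence of direction.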

Ratios were rounded to one decimal place.

### The microdissection strategy identifies sets of transcripts from A, P, and dorsal wing disc cells

Among the 102 genes in the high-stringency group, 88 segregated into an A group cluster, and 17 segregated into a P cluster (Figure 1B, Table 1, and Table S1). In addition to these A and P clusters, the separate probes that were prepared from wing discs that either included or lacked the dorsal-most cells (and retained or lacked adepithelial cells) identified a subcluster associated specifically with the presence of dorsal cells. *twist* (*twi*) encodes a transcriptional activator that regulates mesodermal development and is expressed specifically in mesoderm; its transcripts were elevated in preparations containing dorsal wing disc cells (Figure 1C). 

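*twi* (CG2956) was higher in A cells on 6 of 6 whole arrays, with a mean log2(A/P) of 2.44 ± 0.52 (SD, n = 6). In ventral fragments it had data on 2 arrays only, both higher in P cells, and its spot was marked as not found on the other 4, so the difference between the regions was not tested with these spots left out. In whole discs the *twi* spot was more than 2 background SDs above background in the A-cell channel on 6 of 6 arrays and in the P-cell channel on 3 of 6. With the spots marked as not found kept in, an alternative chosen after seeing the data, the difference was 2.62 (adjusted p = 0.00634 from limma, 6 arrays against 6), at 2.45 ± 0.50 in whole discs and -0.17 ± 0.44 in ventral fragments (SD, n = 6 each).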

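Of the 13 genes of the subcluster, 10 could be tested for a difference in A/P ratio between whole discs and ventral fragments, and all 10 had a higher ratio in whole discs. At an adjusted p under 0.05 from limma 4 passed over all probes, and 9 when adjusted over the list alone, which the study chose on these arrays and which is not independent evidence. *Ance* (CG8827), a peptidase related to angiotensin-converting enzyme, had a log2(A/P) of 3.71 ± 1.54 in whole discs and -0.90 ± 0.39 in ventral fragments (SD, n = 6 each; difference 4.61, adjusted p = 0.0182). *SPARC* (CG6378), a collagen-binding protein of the extracellular matrix, was at 3.21 ± 0.72 and 0.03 ± 0.80 (SD, n = 6 each; difference 3.18, adjusted p = 0.0182). *eyegone* (*eyg*, CG10488), a Pax transcription factor of the notum, was at 0.99 ± 0.47 and -0.39 ± 0.29 (SD, n = 6 each; difference 1.38, adjusted p = 0.00579), higher in A cells on 6 of 6 whole and 0 of 6 ventral arrays. *Him* (CG15064) was at 2.44 ± 0.72 (SD, n = 6) and -0.17 ± 0.44 (SD, n = 4; difference 2.61, adjusted p = 0.0469). CG9593 differed by 3.29 (adjusted p = 0.0587 from limma), *serp* (CG8748) by 1.46 (0.209), *uncNacbeta* (CG11835) by 1.79 (0.343) and *Grip* by 1.52 (0.458). In whole discs 8 of the 10 genes were called higher in A cells and in ventral fragments 0 (limma). The number of passing genes was 7 with plain background subtraction or the authors' processed values, 1 without any of ventral *hh-Gal4* replicates 1 to 3, ventral *ptc-Gal4* replicate 3 or whole *ptc-Gal4* replicates 2 and 3, and 2 without ventral or whole *ptc-Gal4* replicate 1. The calls of *Ance*, *SPARC* and *Him* were lost without any of 9 arrays (adjusted p = 0.0543 to 0.0842, kept without any whole *hh-Gal4* array), 6 arrays (0.0543 to 0.0783, kept without those and ventral *ptc-Gal4* replicates 1 and 2 and whole *ptc-Gal4* replicate 1) and 10 arrays (0.0597 to 0.169, kept without ventral *ptc-Gal4* replicate 2 and whole *hh-Gal4* replicate 2), and that of *Him* also with loess.

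**Figure D3:**
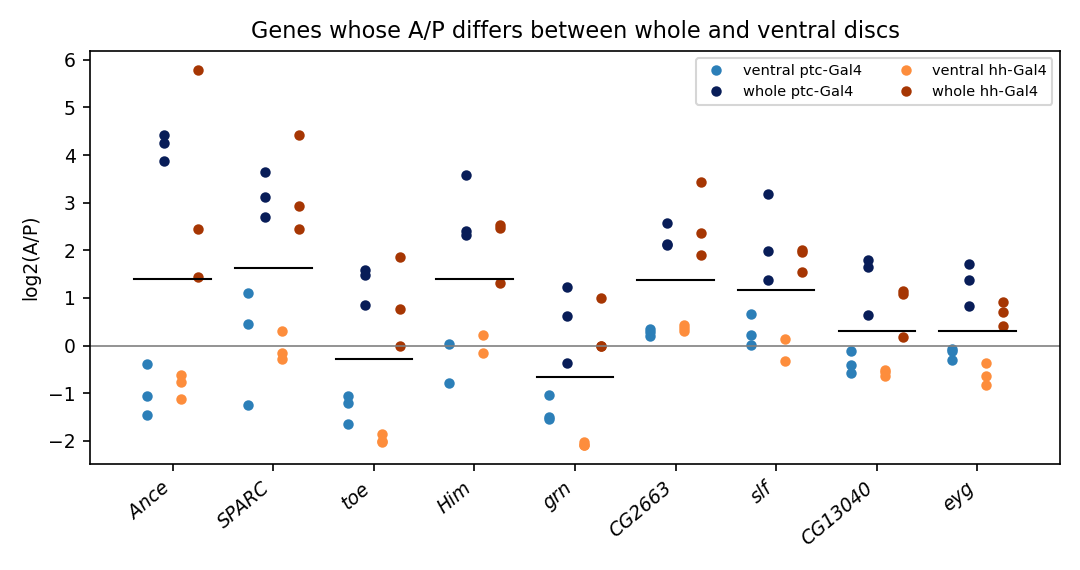
Log2(A/P) on each array for the 9 genes whose ratio differs between whole discs and ventral fragments, with 1 point per array, coloured by region and driver line, and a black line at the mean of all arrays. At *eyg* the 6 whole arrays lie above 0 and the 6 ventral arrays below it.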

The *twi*-containing subcluster also detected 12 other genes with elevated transcript levels in preparations containing dorsal cells (Table S1). This group includes several that are known or are predicted to function in either tracheal (*CG8748*; Luschnig *et al.* 2006) or muscle and mesoderm development (*CG15064*/Him, *CG6378/BM-40-SPARC*; Furlong *et al.* 2001; Swan *et al.* 2004; Liotta *et al.* 2007), or have been identified in a previously published microarray screen comparing the dorsal and ventral parts of wing imaginal discs (*eyg*, *Grip*, *CG9593*, *Him*, *CG11835*; Butler *et al.* 2003).

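The A-cell and P-cell channels were also compared between the regions one at a time, after loess and Aquantile normalization. The study chose these genes on the same arrays, so a brighter A-cell channel in whole discs is not independent evidence. The regions were scanned on separate days, and a single channel, unlike a ratio, does not cancel differences between arrays that normalization leaves. The share of all probes that would pass this test was not computed. In A cells 9 of the 10 testable genes of the subcluster were brighter in whole discs than in ventral fragments, at an adjusted p under 0.05 over genes and channels from an exact two-sided permutation test, and in P cells 1 was. The A-cell level of *SPARC* was 3.48 higher on the log2 scale (exact p = 0.00216, adjusted p = 0.0108, 6 arrays against 6) and its P-cell level 0.31 higher (exact p = 0.208). *Ance* was 3.83 higher in A cells and -0.79 different in P cells, CG9593 was 3.44 higher in A cells, *Him*, an inhibitor of muscle differentiation, was 2.49 higher in A cells, and *serp* (CG8748), which modifies chitin in the tracheal tubes, was 1.60 higher in A cells. *Grip*, which acts in muscle guidance, was the gene that also passed in P cells, by 0.59 against 2.05 in A cells. That P-cell count was 0 with quantile normalization of all channels and without any of ventral *hh-Gal4* replicates 1 to 3 or ventral *ptc-Gal4* replicate 1, and 2 without ventral *ptc-Gal4* replicate 2 or any whole *ptc-Gal4* array.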

Neuronal cells in the wing disc arise predominantly in the primordia for the notum and anterior wing margin, the regions that will produce most of the enervated sensory organs. Both the notum and anterior wing margin primordia are predominantly in the A compartment, and genes that are known to function in neuronal development (such as *acheate* and *scute*) are therefore expected to be expressed at high levels in A cells. Furthermore, because A cells at the A/P compartment border depend upon activation of the *Notch* pathway (Casso *et al.* 2011), *Notch* pathway components might also be expressed in greater levels in A cells. The A subcluster from the array analysis did include *achaete* and *scute* as well as the *Notch* pathway components *Enhancer of spilt complex* transcripts *m7*, *m4*, and γ.

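*scute* (*sc*, CG3827) and *achaete* (*ac*, CG3796), the proneural bHLH genes, were both called higher in A cells. *sc* had a mean log2(A/P) of 2.44 (standard error 0.163, adjusted p = 2.79e-05 from limma, higher in A cells on 11 of 11 arrays) and *ac* of 1.86 (standard error 0.100, adjusted p = 1.84e-06, 12 of 12). Both were higher in A cells in either region, *sc* at 2.48 in whole discs and 2.39 in ventral fragments, and *ac* at 1.67 and 2.05. In the *Enhancer of split* complex, *m4* (CG6099) was at 1.58 (standard error 0.186, adjusted p = 0.000926, 12 of 12 arrays), *mγ* (CG8333) at 1.48 (standard error 0.225, adjusted p = 0.00510, 11 of 12) and *m7* (probe CG8361c) at 0.95 (standard error 0.152, adjusted p = 0.00677, 11 of 12). *Bearded* (*Brd*), which acts on Notch signalling in sensory organ precursors, was at 1.20. Other members were lower or missed the threshold, with *m8* at 0.50 (adjusted p = 0.0617). Of the 16 genes of the Notch pathway and the complex measured on every array, all 16 had a mean above 0, 5 passed over all probes and 8 when adjusted over the list alone. The list was shifted up in A cells at an adjusted p = 1.22e-12 from camera with its preset correlation, and adjusted p = 0.151 with an estimated correlation. Its mean log2(A/P) was 0.40 in whole discs and 0.63 in ventral fragments. The paper had already picked *ac*, *m4*, *m7* and *mγ* from these arrays, so tests of lists that hold them are not independent evidence. Of 6 proneural and sensory organ genes measured on every array 1 passed, *ac*, and it alone passed over the list alone (adjusted p = 0.00200 for the list from camera, and adjusted p = 0.183 with an estimated correlation). *sc* had data on 11 arrays and is not among these 6, so this test of the list was made without it.

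**Figure D4:**
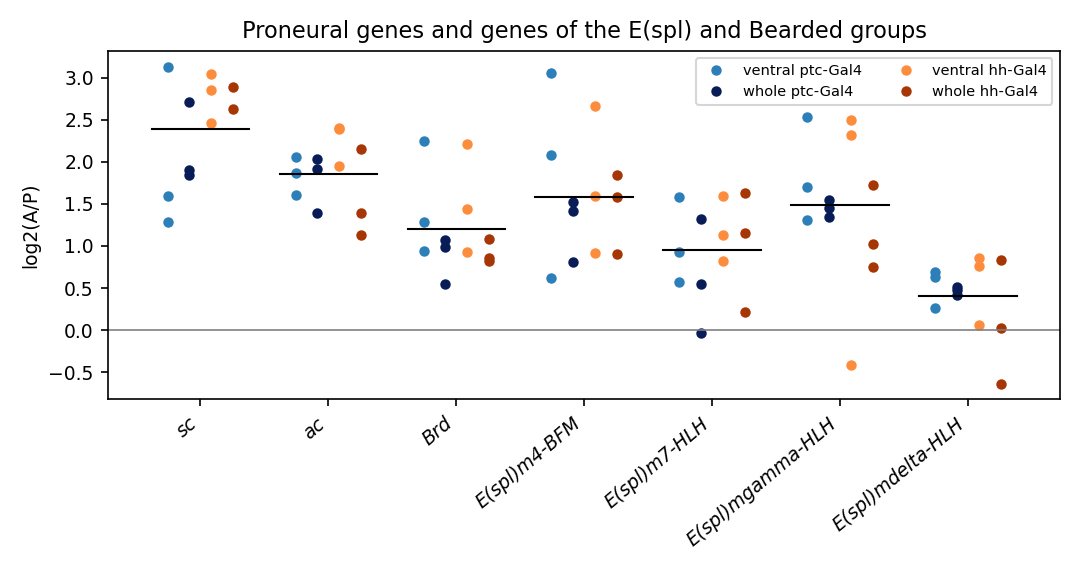
Log2(A/P) on each array for proneural genes and genes of the *Bearded* and *Enhancer of split* groups, with 1 point per array, coloured by region and driver line, and a black line at the mean of all arrays. The points of *sc* and *ac* all lie above 0, and *mγ* and *m7* are each above 0 on 11 of 12 arrays.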

In summary, these results indicate that microdissection effectively separated A and P cells, and that the expression array hybridization identified sets of genes that are expressed in subregions of the disc. 

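Of 24 gene lists with at least 3 genes measured on every array, 7 were shifted between A and P cells at an adjusted p under 0.05 from camera with its preset correlation, and only that of the imaginal disc growth factors passed with an estimated correlation (adjusted p = 0.00805). All 3 measured genes of that list were called higher in A cells, over all probes and over the list alone, with *Idgf3* at 0.79 and *Idgf6* at 0.80 beside *Idgf4*. In the *odd-skipped* family of zinc finger genes 3 of 4 were higher in A cells, over all probes and over the list alone, with *drm* at 1.35 and *sob* at 0.80 (adjusted p = 3.52e-05 for the list, and adjusted p = 0.0747 with an estimated correlation). Many called genes of these lists, among them *Idgf3*, *Idgf4*, *Idgf6*, *drm*, *sob* and *odd*, are the paper's own picks from these arrays. The paper's tables had been seen before the data were examined, so the list tests are not independent evidence. Of 18 cuticle and chitin genes 4 were higher in A cells and 1 in P cells (5 and 2 when adjusted over the list alone). These were *Edg91* at 1.54, *Cpr49Ac* at 1.29, *Cpr65Ec* at 1.23 and *Cpr51A* at 1.10 on the A side and *Cpr66D* (probe CG6469, named after its value was seen) at -0.81 on the P side (adjusted p = 0.00150 for the list, and adjusted p = 0.402 with an estimated correlation). Of 13 genes of the Hedgehog pathway, with *ci*, *fu*, *disp*, *ptc* and *smo* read at clone spots, *ci* was higher in A cells, and *en*, *hh*, *fu* and *kn* in P cells (2 and 4 over the list alone). That list was shifted down at an adjusted p = 0.00125, with adjusted p = 0.371 at an estimated correlation and adjusted p = 0.25 when the clone spots beside GFP were left out, an alternative chosen after seeing the data. It then held 3 genes higher in P cells, without *fu*, whose CG-numbered probe was at 0.11 (adjusted p = 0.779 from limma, higher in A cells on 7 of 11 arrays). The call of *Idgf6* was lost without any array other than ventral *hh-Gal4* replicate 1 and whole *ptc-Gal4* replicate 3 (adjusted p = 0.0520 to 0.135), and that of *Cpr49Ac* without any of 6 arrays (0.0523 to 0.0622, kept without ventral *hh-Gal4* replicate 1, ventral *ptc-Gal4* replicate 2, whole *hh-Gal4* replicates 1 to 3 and whole *ptc-Gal4* replicate 2). Another probe of *Cpr66D*, CG6458, was at -0.69 and lost its call without any of 8 arrays (0.0662 to 0.0848, kept without ventral *ptc-Gal4* replicate 3, whole *hh-Gal4* replicate 3 and whole *ptc-Gal4* replicates 2 and 3). From its array results to this point, the paper proposes that the dissection separated A from P cells and that the arrays identified sets of genes expressed in subregions of the disc.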

Table 1 lists the genes in the A and P clusters that had expression ratios greater than 2. We presume that putative targets of *en/*Hh regulation will be represented in the A subcluster.

### Expression patterns of candidate genes confirm hybridization array analysis

To further validate the expression array studies, we applied RNA *in situ* hybridization to whole wing discs for 29 genes. As illustrated in Figure 1B, we selected genes from each group for *in situ* analysis; 12 genes from the group of 88 that were identified by cluster and SAM analysis in the A group, five (of 115) that only SAM identified to be enriched in A cells, four of the high confidence group of 14 genes in P cells, seven (of 62) P transcripts that were identified by SAM only, and one of the three transcripts that only cluster analysis identified as P-enriched transcripts. 

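All 29 genes studied by *in situ* hybridization had a mean array ratio in the direction of the list they were taken from, 17 higher in A and 12 higher in P cells, and 22 of them passed an adjusted p under 0.05 from limma. On the A side, *mab-21* (CG4746) had a mean log2(A/P) of 0.88, *Reck* (CG5392) of 0.56, CG5397 of 1.48 and *odd* of 0.74, the last higher in A cells on 12 of 12 arrays. On the P side *Poxn*, a Pax gene, was at -0.59 and *mirr* at -1.33, both higher in P cells on 12 of 12 arrays. The 7 genes that missed the threshold were CG18117 at 0.95 and CG15905 on the A side, and *Kal1* at -0.77, *Doc2* at -0.65, *Gasp* at -0.61, *dve* at -0.57 and *Cyp310a1* at -0.41 on the P side, with adjusted p = 0.0522 to 0.139 from limma. The genes were picked from lists made on these arrays, so their array directions are not independent evidence. The call of *mab-21* was lost with the authors' processed values and without any of 6 arrays (adjusted p = 0.0537 to 0.0660, kept without ventral *hh-Gal4* replicate 2, ventral *ptc-Gal4* replicates 2 and 3 and whole *hh-Gal4* replicates 1 to 3).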

The observed expression patterns confirmed the microarray predictions for 27 genes, revealing either predominant anterior (16 genes) or posterior (11 genes) expression (Figure 2). The only two exceptions that *in situ* hybridization did not confirm were *HLHmγ*, which in addition to the predicted A expression (by significance analysis and cluster) shows considerable expression in the P compartment, and *NetA*, which was predicted by significance analysis (but not by clustering analysis) to be predominantly in the P compartment. 

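*NetA* (CG18657), which encodes the axon guidance factor Netrin-A, had a mean log2(A/P) of -0.73 (standard error 0.142, adjusted p = 0.0232 from limma) and was higher in P cells on 12 of 12 arrays. Its call was lost without any of 7 arrays (adjusted p = 0.0540 to 0.0761), and was kept without ventral *hh-Gal4* replicate 3, ventral *ptc-Gal4* replicate 2, whole *hh-Gal4* replicates 2 and 3 or whole *ptc-Gal4* replicate 1. *HLHmγ* (E(spl)mgamma-HLH) was higher in A cells in ventral fragments, at 1.66, where it passed the threshold, and at 1.31 in whole discs, where it did not (limma). The 2 regions did not differ by their own test (difference -0.35).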

Note that *knot* (*kn*) is a Hh-target gene that is expressed in a stripe of A cells, but it is also expressed in a patch of cells in the P compartment (Vervoort *et al.* 1999; and Figure 2B). 

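*kn* (CG10197), a transcription factor of the EBF family, had a mean log2(A/P) of -0.76 ± 0.65 (SD, n = 12; standard error 0.0935, adjusted p = 0.00130 from limma) and was higher in P cells on 11 of 12 arrays. This is 1.70 times more RNA in P than in A cells.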

Because *kn* segregated with the P cluster, we assume that its expression in the P compartment was the greater influence on clustering. We conclude that the *in situ* patterns confirmed the array predictions for 27 of 29 genes. Transcripts of the A and P groups from cluster only, SAM only and the cluster and SAM overlap lists were confirmed indicating that both methods of data analysis produced list of candidate genes with a low rate of false-positive results (Table S1). The application of stringent filter settings that produced the list of 102 genes by combining cluster and significance analysis represents a high-confidence list. Based on predominantly A expression patterns, we selected four genes, *Sb*, *CG16884*, *CG15905*, and *CG10200*, for further analysis.

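*CG16884*, named *Vajk3* in the current annotation, had the largest A/P difference of the 4 genes, with a mean log2(A/P) of 1.57 (standard error 0.229, adjusted p = 0.00398 from limma, higher in A cells on 11 of 12 arrays), at 0.93 in whole discs and 2.20 in ventral fragments. *CG10200* (*hui*) was at 0.92 (standard error 0.17, adjusted p = 0.0176, 11 of 12 arrays). *CG15905* was at 0.84 (standard error 0.210, 11 of 12 arrays) and missed the threshold (adjusted p = 0.0938). The call of *hui* was lost without ventral *ptc-Gal4* replicate 3 (adjusted p = 0.0518) and without whole *ptc-Gal4* replicate 1 (adjusted p = 0.0517). *CG15905* passed with plain background subtraction (adjusted p = 0.0314) and with loess (0.0322), in a range of 0.0314 to 0.142 over the limma alternatives.

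**Figure D5:**
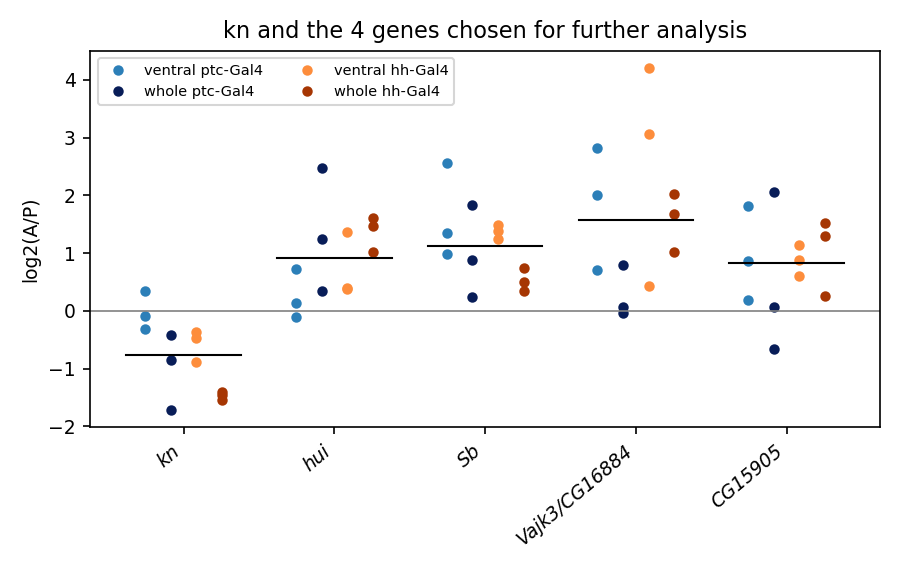
Log2(A/P) on each array for *kn*, *hui*, *Sb*, *CG16884* (*Vajk3*) and *CG15905*, with 1 point per array, coloured by region and driver line, and a black line at the mean of all arrays. *kn* is below 0 on 11 of 12 arrays, and *CG16884*, *hui* and *CG15905* are above 0 on 11 of 12.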

**Figure 2:**
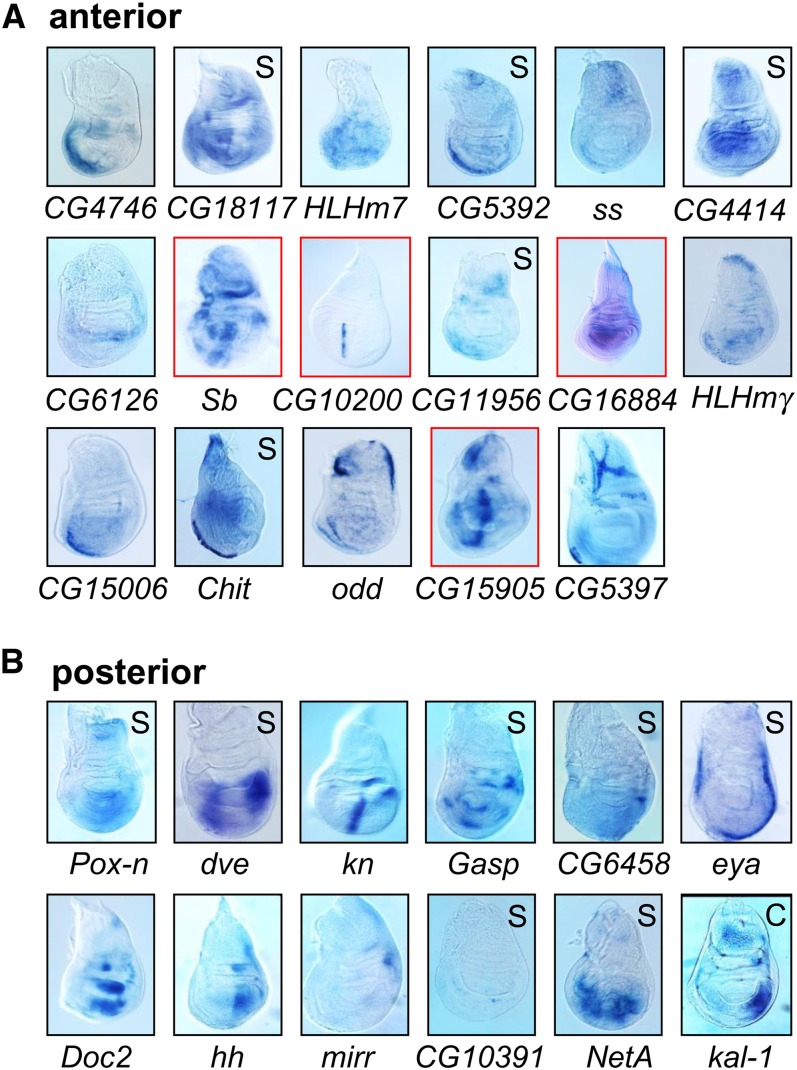
*In situ* hybridization confirms the array analysis. *In situ* hybridization was carried out for 17 genes in the A cluster and twelve genes in the P cluster. Genes were identified by cluster and SAM analysis, only by SAM (S) or only by cluster analysis (C) as indicated in Figure 1. The full gene names are provided in Table S1. Discs were dissected from wandering third instar larvae. Dorsal is up and anterior to the left in all images. Genes that were analyzed in more detail are boxed in red.

### Engrailed represses *Stubble* expression in posterior cells

*Stubble* (*Sb*) encodes an endopeptidase that functions in cytoskeleton organization (Appel *et al.* 1993). Our microarray analysis indicated predominant anterior expression and *in situ* hybridization revealed that although many discrete areas in the wing disc expressed *Sb*, most were in the A compartment (Figure 3A). 

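*Sb* (CG4316) had a mean log2(A/P) of 1.13 ± 0.66 (SD, n = 12; standard error 0.148, adjusted p = 0.00212 from limma) and was higher in A cells on 12 of 12 arrays. It was at 1.50 in ventral fragments (adjusted p = 0.00689) and at 0.75 in whole discs (adjusted p = 0.196), and the difference between the regions did not pass its own test (difference -0.75). The ratio of its mean A to its mean P intensity was 2.72.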

Because this expression pattern may indicate that *Sb* is repressed in P cells, we tested whether *en* has a role regulating *Sb* expression. We generated cell clones mutant for both *en* and *inv*, and in wing discs, P-cell clones lacking *en*/*inv* expressed *Sb* ectopically (Figure 3, B and C). The mutant cells also expressed *ci*, an A-specific gene that is normally repressed by *en*/*inv*. This finding indicates that En/Inv function is required to repress *Sb* in the P compartment either directly or indirectly.

**Figure 3:**
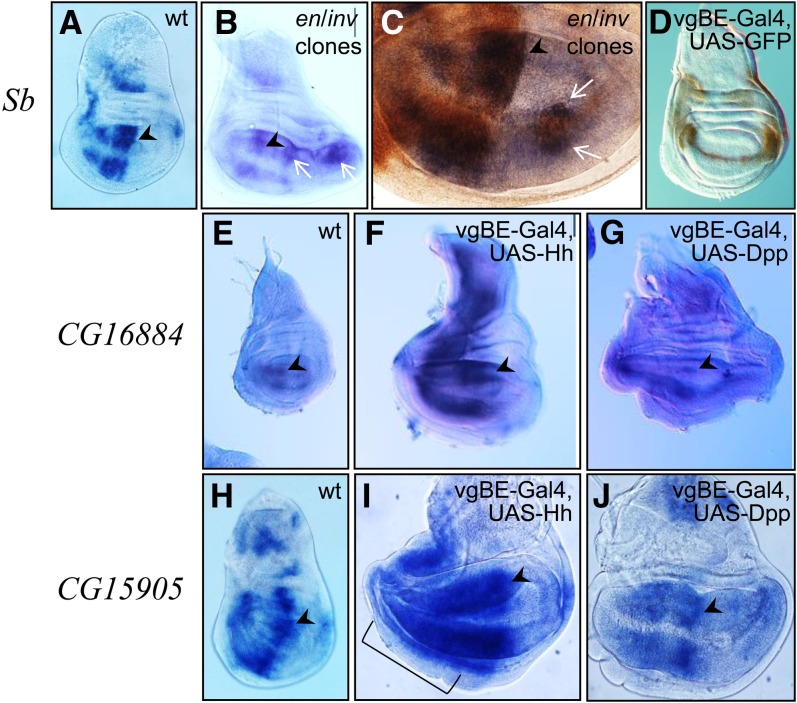
*Sb* is repressed by *en*; *CG15905* and *CG16884* respond to *hh*. *in situ* hybridization detected (A−C) *Sb* transcripts (blue) in a wild-type (wt) disc (A) and in discs with *en/inv* mutant clones (arrows, B, C). Mutant clones in the P compartment express both *Sb* (blue; *in situ* signal, arrows in B and C) and Ci (brown immunostaining in C). (D) Expression of GFP driven by the *vestigial boundary enhancer* (*vgBE-Gal4*, *UAS-GFP*) and immunostaining (HRP brown). Note the horseshoe-like pattern with a thin line along the dorsoventral compartment border. (E) *CG16884 in situ* signal in a wild-type disc is predominantly in the A compartment. (F, G) Overexpression of transgenic *hh* (F) or *dpp* (G) using *vgBE-Gal4*. Note that *hh* overexpression caused overproliferation in the A compartment and *dpp* caused overproliferation in both compartments. Signal was more intense in Hh-overexpressing discs compared with control or Dpp overexpressing discs (treated in parallel). (H−J) *in situ* hybridization detected *CG15905* expression in wild-type (H), *hh* overexpressing (I), and *dpp* overexpressing (J) discs. Note the strong *hh*-induced up-regulation of *CG15905* in the A compartment in (I), in contrast to the moderate expression levels in A cells apart from the stripe after *dpp* overexpression (J). The region with strong up-regulation is indicated by bracket in (I). Arrowheads point to the endogenous anterior stripe of expression at the A/P compartment borders; anterior, left and dorsal, up in all images. All discs are from wandering third instar larvae.

### *CG16884* and *CG15905* expression is increased downstream of Hh signaling

*In situ* hybridization detected strong *CG16884* expression in the central region of the wing pouch A compartment, as well as lower level expression in some P cells and other areas of the disc (Figure 2 and Figure 3E). Expression on the anterior side of the A/P compartment border is suggestive of an activating signal from P cells, such as Hh. To test this possibility, we overexpressed a *hh* transgene in A and P cells along the dorso/ventral compartment border in the pattern of the *vestigial* boundary enhancer (vgBE; Williams *et al.* 1994, Figure 3D). This ectopic expression caused extensive over-proliferation of A cells. *In situ* detection of *CG16884* transcript revealed more intense signal in the A compartment compared to control discs (Figure 3, E and F). Because Hh up-regulates Dpp in A cells (but not in P cells), ectopic activation of *CG16884* in A cells could be a consequence of Dpp-dependent activation. We therefore tested the response of *CG16884* to ectopic expression of a *dpp* transgene by expressing Dpp under vgBE control. In these discs A and P cells over-proliferate due to the mitogenic activity of Dpp. However, *CG16884 in situ* hybridization did not reveal increased expression levels (Figure 3G).

In control discs *CG15905* is expressed in numerous patches of wing disc A cells, including a prominent broad stripe along the compartment border (Figure 3H). Its expression in the A compartment increased in response to ectopic expression of Hh (Figure 3I) but was insensitive to Dpp (Figure 3J). These findings show that *CG16884* and *CG15905* expression can be activated by ectopic Hh.

### *CG10200-hase und igel* is expressed in a dynamic pattern and responds to ectopic Hh

*In situ* hybridization detected *CG10200* expression in wing discs in a narrow A-compartment stripe that abuts the A/P compartment of the wing pouch of early third instar discs (Figure 4, A−C). This stripe was four to five cells wide but was not uniformly intense. It had a gap in the area of the dorsal/ventral compartment border, and its intensity, which was greatest in the cells closest to the P compartment, decreased gradually with increasing distance from the border (Figure 4F). In late third instar discs, expression in the stripe diminished and increased both dorsally in the notum primordium and in the flanks of the disc (Figure 4D). Expression was at low levels in pre-pupal discs (Figure 4E). Monitoring the expression of *CG10200* in discs that overexpressed *hh* in the vgBE domain revealed ectopic activation in response to the Hedgehog signal (Figure 4G). *CG10200* expression was limited to two narrow stripes located at the dorsal and ventral sides of the D/V compartment border, an area that overlaps or is adjacent to the cells that expressed the *hh* transgene (compare Figure 4G with Figure 3D). In contrast to Hh overexpression, no ectopic activation of *CG10200* was observed after Dpp overexpression (Figure 4H). This result suggests that Hh, but not Dpp, regulates expression of *CG10200*. We named *CG10200 hase und igel* (*hare and hedgehog*; *hui*).

**Figure 4:**
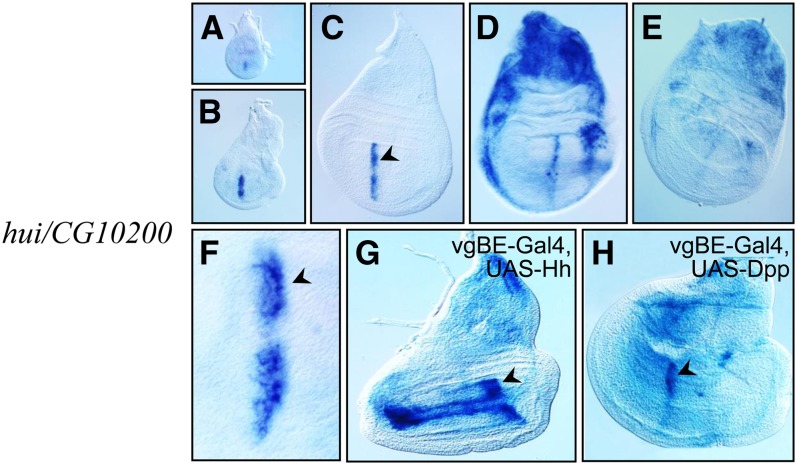
*hui/CG10200* expression changes with time and responds to ectopic *hh*. (A−E) *hui*/*CG10200* expression in wild-type young third instar (A, B), early wandering third instar (C), wandering third instar (D), and late third instar/early prepupa stage (E) discs. (F) Greater magnification view of the anterior stripe of expression from a disc comparable with (C). (G) Ectopic *hh* activates *hui/CG10200* expression in two stripes adjacent to the D/V compartment border in A cells. (H) *Dpp* overexpression does not induce ectopic *hui*. Compare the ectopic expression of *hui* to the expression domain of the *vgBE-Gal4* activator in Figure 3D.

*hui* is one of three genes identified by our analysis that is expressed in a stripe along the wing disc A/P compartment boundary. The other two genes are *CG15905* and *kn* (Figure 2). *kn* has two expression domains in third instar wing discs , a region with strong expression in the dorsal hinge primordium of the P compartment as well as the stripe in the A compartment that abuts the A/P border of the wing pouch primordium. 

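In whole discs, which include the dorsal part, *kn* was higher in P cells with a log2(A/P) of -1.23 (standard error 0.132, adjusted p = 0.000791 from limma, 6 arrays). In ventral fragments it was at -0.29 (standard error 0.132, adjusted p = 0.999, 6 arrays). The difference between the regions of -0.94 did not pass its own test (adjusted p = 0.248), but passed with plain background subtraction (difference -1.76, adjusted p = 0.0332, in a range of 0.0332 to 0.264 over the alternatives). *hui* was higher in A cells in whole discs, at 1.36 (adjusted p = 0.0180), and at 0.48 in ventral fragments (adjusted p = 0.999; the regions differed by 0.88, which did not pass its own test). Among the genes of the Release 6 annotation, *kn* and *hui* neighbour each other on chromosome 2R.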

The segregation of *kn* with the expression array posterior cluster (P/A = 1.7) indicates that the P compartment transcripts biased the cluster analysis, but the relevant and interesting issue for *hui* is that its transcription unit is immediately adjacent to *kn* (Figure 5A). Because the two genes are transcribed in opposite directions, it is possible that the 1.4-kbp intervening chromosomal region contains regulatory elements that control both genes.

**Figure 5:**
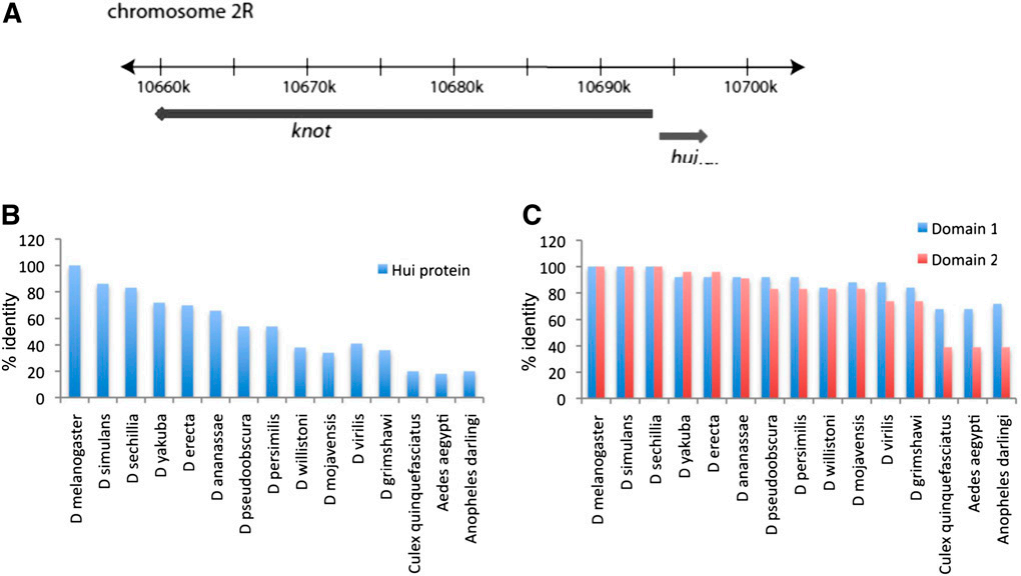
Genomic map of the *knot/hui* region and sequence conservation of the Hui protein (A) Drawing showing divergent orientations of the *kn* and *hui* genes at the indicated coordinate positions on chromosome 2R. (B) ClustalW (v1.4) comparison of the predicted *D. melanogaster* Hui sequence to Hui proteins of other Drosophilids and insects (C) and of the two most conserved regions (see Figure S3) designated arbitrarily as Domains 1 and 2. Numbers on the y-axes in B and C indicate identity in percentage.

The predicted Hui protein has 267 residues (Supporting Information, Table S2.) with no strong homology to known proteins or structures. It is highly conserved within the *Drosophila* genus (Figure 5B), but conservation outside the *Drosophilids* is low, and searching among genomes in the National Center for Biotechnology Information database (Basic Local Alignment Search Tool, *i.e.*, BLAST) detected homologous sequences only in other insect genomes. Several regions of high conservation were noted after ClustalW alignment of insect sequences, the two largest of which are arbitrarily denoted as domains 1 and 2 (Figure S3); these several regions of strong conservation account for the limited homology to the apparent Hui proteins in non-Drosophilid insects (Figure 5C). In addition to these regions of high conservation, the Hui protein contains a putative signal peptide sequence at the amino-terminus that could mediate targeting to the endoplasmic reticulum for secretion or targeting to other organelles (Table S2). The fact that the Hui protein has two highly conserved domains (Figure 5) suggests that it is *hui’s* protein product that is under selective pressure.

### RNAi knockdown indicates a requirement for *Sb*, *CG16884*, and *hui* during wing development

#### RNAi knockdown specificity:

To investigate how *Sb*, *CG16884*, *CG15905*, and *hui* function in wing development, we examined hypomorphic conditions for each gene by using RNAi to knock down expression in different regions of wing discs. Three lines expressing Gal4 were used: *ptc-Gal4*, which expresses in the A compartment with greatest expression levels in a stripe along the compartment border (Figure 1A); *en-Gal4*, which expresses in the P compartment (Figure 1C); and *C765-Gal4*, which expresses in most wing disc cells. We first monitored the specificity of the knockdown effects. The only extant mutant alleles of these genes are *Sb* mutants that are characterized by short, stubby bristles. By expressing RNAi directed against *Sb* RNA with *C765-Gal4* throughout the wing disc, we selectively phenocopied this short, thick bristles phenotype in the notum and scutellum (not shown). This result is consistent with a previous report, which describes *Sb*-directed RNAi driven by *Act5c-Gal4* (Dietzl *et al.* 2007). Importantly, head bristles, which are abnormal in *Sb* mutants, were normal in *C765-Gal4 Sb*-RNAi flies, indicative of the specific spatial targeting of the knock-down to the wing disc.

To estimate the efficiency of RNAi knock-down, we analyzed *hui* transcript levels by semiquantitative reverse transcription PCR. Transcript levels for *hui* were reduced relative to our reference *Actin 42A* in wing discs that activated expression of the RNAi construct in most cells of the wing imaginal disc (Figure S2). Three independent transgenic insertion lines for this construct showed comparable phenotypic effects (Please see *RNAi knockdowns of Sb, CG16884, and hui/CG10200 cause wing malformations*), indicating that the phenotypes were not caused by position effect of the transgenic insertions. However, because several putative off-targets were predicted for this RNAi construct (http://stockcenter.vdrc.at), additional tests were made of the specificity of the *hui* knockdown. First, we used three transgenic lines that carry different *hui* RNAi constructs and these independent transgenic lines produced comparable RNAi phenotypes (see next section). Second, we analyzed the transcript levels of one of the predicted off-targets, the *BRDW3/CG31132* gene. We selected this gene because *BRDW3/CG31132* is the most likely candidate to show effects on wing development, particularly on vein formation. RT-PCR analysis of *BRDW3/CG31132* revealed no obvious reduction in levels of this transcript (Figure S2). We conclude that the effects of the *hui* RNAi-mediated knockdown are likely to be specific for the *hui* function.

#### RNAi knockdowns of Sb, CG16884, and hui/CG10200 cause wing malformations:

Knockdown of *Sb* expression reduced the size of the wing and caused vein malformations (Figure 6). RNAi expression in the *ptc* domain narrowed the L3-L4 intervein region and reduced the anterior crossvein (acv). Expression driven by *C765-Gal4* reduced the size of both A and P compartments and appeared to primarily affect proximo-distal growth. Wings that developed in the *C765-Gal4 Sb*-RNAi genotype were 32% shorter than controls (*t*-test *P*-value <2.2E-8). In some cases wings were significantly smaller than the presented example and many were crumpled (not shown). In addition, vein bifurcations and ectopic veins, including a stretch positioned anterior to L4, were observed frequently. Induction of RNAi exclusively in the P compartment (*en*-Gal4 *Sb*-RNAi) had only mild effects. The overall wing size was not affected, and bifurcations of the posterior cross vein (pcv) that occurred were rare.

**Figure 6:**
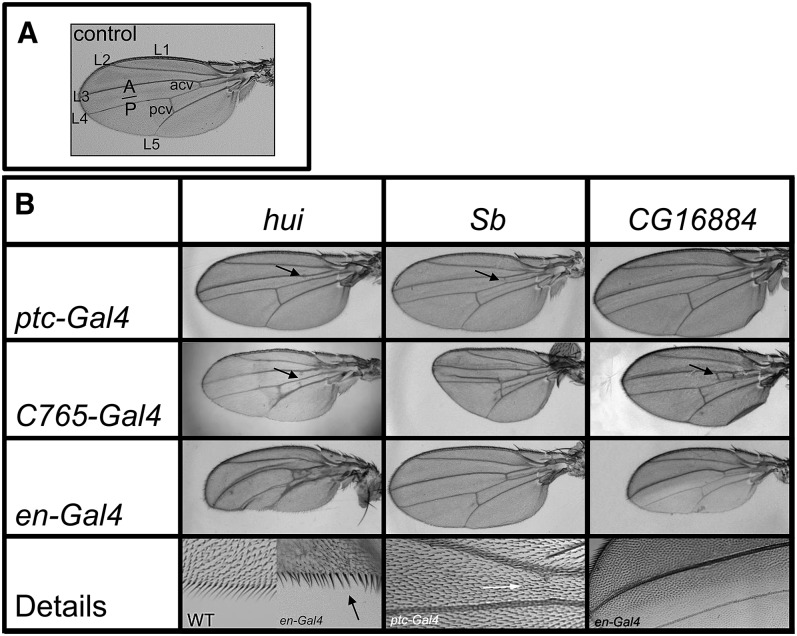
RNAi knockdown reveals requirement for *Sb*, *CG16884*, and *hui* in wing development (A) Wild-type wing, with longitudinal veins L1-5, anterior (acv) and posterior crossveins (pcv) and the A/P compartment border indicated. (B) RNAi constructs directed against *hui*, *Sb*, and *CG16884* (columns) were expressed along the A/P border (*ptc-Gal4*, top row), throughout the disc (*C765-Gal4*, middle row), or in the P compartment (*en-Gal4*, third row). *hui*-RNAi driven by *ptc-Gal4* resulted in stubby wings with narrowed L3-L4 intervein region and missing acv (indicative of Hh signaling deficits, arrow). When driven by *C765-Gal4* and *en-Gal4*, these wings have abnormal shape and venation. Phasing of the bristles at the posterior wing margin was disturbed following activation with *en-Gal4* (arrow in detail view showing a comparison to a wild-type margin). Expression of *Sb* RNAi under *ptc-Gal4* reduced or eliminated the acv (arrow in top left and detail view bottom row, compare to control in (A). Expression of *Sb* RNAi under *C765-Gal4* reduced the size of both A and P compartments and caused some ectopic vein formation. *Sb* RNAi in P cells (*en-Gal4*) caused no apparent effect. *CG16884*-RNAi in the *ptc* domain caused narrowing of the L3-L4 intervein region. Knock-down with C765-*Gal4* resulted in ectopic vein formation (arrow); RNAi in P cells caused size reduction of the P compartment and a fragile and less pigmented appearance of the cuticle (detail view). All images except for the detail views are to scale.

Whereas previous studies detected *Sb* only during metamorphosis (Appel *et al.* 1993), our results show that it is expressed earlier, in third instar discs. The importance of larval disc expression may be related to a more pleiotropic role for *Sb*. Various allelic combinations, such as *Sb*/*stubbloid* and *Sb^1^/Sb^63b^*, affect both leg and wing morphogenesis (Beaton *et al.* 1988). Interestingly, *Sb^1^/Sb^63b^*, wings are reduced in size and have an ectopic vein anterior to L4, abnormalities that are nearly indistinguishable from wings after *C765-Gal4*-mediated *Sb* knockdown (Figure 6). Consistent with its predominant anterior expression this function of *Sb* in wing development appears to be required in A cells, because *Sb* RNAi expression in the P compartment (with *en-Gal4*) revealed no or only very mild phenotypic defects. Additionally, the absence of an anterior crossvein in wings produced after *ptc-Gal4*−mediated knockdown suggests a role downstream of Hh in the L3-4 intervein region. It is interesting to note that in flies subjected to *C765-Gal4*-mediated *Sb* knock-down, both A- and P-wing compartments are abnormally small. We speculate that compensatory regulation between the two compartments may account for this effect.

Knockdown of *CG16884* in the *ptc* pattern caused narrowing of the L3-L4 intervein region similar to the *Sb* and *hui* (see next section: *hui RNAi and knot loss-of-function cause similar wing defects*) RNAi phenotypes. In contrast to the other two genes, however, the acv was not ablated (Figure 6), although in a few wings the acv had small gaps (not shown). *C756-Gal4*−mediated RNAi resulted in slightly smaller wings with some ectopic vein formation, especially in the position of the anterior and posterior crossveins. A reduction in size was also observed after *en-Gal4* activation. Similar to *hui* (see next section), the reduction affected the P compartment causing a posterior curvature of the wing. In addition to the growth disadvantage, *en-Gal4*−mediated RNAi resulted in defects in cuticle formation—the cuticle of the entire P compartment appeared fragile and less pigmented.

Expression of the *CG15905* RNAi construct did not produce obvious defects with any Gal4 line that we tested (not shown). We do not know whether the absence of a morphological phenotype is a consequence of lack of requirement, unidentified genes with redundant function or insufficient knockdown.

#### hui RNAi and knot loss-of-function cause similar wing defects:

Phenotypes produced by all three of the *hui*-RNAi constructs we tested were indistinguishable; Figure 6 shows representative examples with characteristic defects that were observed. *hui* knockdown in the region between wing veins 3 and 4 with *ptc-Gal4* ablated the acv and narrowed the L3-L4 intervein region, and in some wings, gaps in L3 were also observed (not shown). Expression throughout the wing using *C765-Gal4* also caused L3-L4 malformation and occasional partial ablation of the acv (not shown). These phenotypes are characteristic of reduced Hh signaling (for example, see Casso *et al.* 2008), and of *kn* mutant phenotypes (Nestoras *et al.* 1997; Vervoort *et al.* 1999). Thus, *hui* and *kn*, whose expression at the A/P boundary is similarly responsive to Hh signaling, are both required for the intervein L3-L4 region.

Additional phenotypes induced by *hui* RNAi that are not observed for *kn* include a significant reduction in size of the wing and irregularly spaced bristles along the wing posterior margin (Figure 6). The small wing phenotype was observed after knockdown of *hui* throughout the wing disc (*C765-Gal4*; the entire wing was small) or specifically in the P compartment (*en-Gal4*; only the P compartment was small). In *en-Gal4* wings, the L3-L4 intervein region was not reduced and the acv was present. Because the *en-Gal4* induced phenotype did not affect the size or appearance of the L3-L4 intervein region, which is the most sensitive area of the wing to changes in Hh signaling, these effects of *hui* knockdown in the P compartment appear to be autonomous to the cells with reduced *hui* expression. This reasoning leads us to suggest that the targets of *hui* knock-down that are affected by *en-Gal4* and *C765-Gal4* knock-down are the *hui*-expressing cells along the flanks of the disc rather than the A stripe. If true, this would suggest that in addition to the *kn*-like function in A cells the growth of the wing primordium is dependent on *hui* expression in cells of the hinge primordium and/or the flanks of the wing pouch.

#### Anterior and posterior cells differ in expression of at least 102 genes:

In 1975, Garcia-Bellido proposed the term “selector gene” to designate the key regulatory genes that control the growth and differentiation of the groups of cells that populate developmental compartments (Garcia-Bellido 1975). His proposal was based on genetic studies of homeotic genes and of *en*, which had been shown to be specifically required in P-compartment cells of the wing disc (Garcia-Bellido *et al.* 1973; Morata and Lawrence 1975). Subsequent molecular studies have fully validated the selector gene hypothesis: the homeotic genes and *en* have expression patterns that correlate precisely with the cells that require their functions.

In the third instar wing disc, *en* is expressed in all P compartment cells (Kornberg *et al.*1985). Three other genes that are known to be expressed in all cells of either the A or P compartments are *ci* (A) and *inv* and *hh* (P). These genes were first isolated by either positional cloning based on the phenotype of insertional mutants (*e.g.*, *ci*, Orenic *et al.* 1990; *hh*, Mohler and Vani 1992), by linkage and coregulation with *en* (Coleman *et al.* 1987), or based on their compartment-specific expression patterns that were revealed in enhancer trap lines (*e.g.*, *ci*, Eaton and Kornberg 1990; and *hh*, Lee *et al.* 1992; Tabata *et al.* 1992). The compartment-specific expression of these four genes led in the ensuing years to numerous enhancer trap screens in search of other genes that express in a compartment-specific patterns, but these efforts identified no other genes that are expressed specifically in all A or P cells (T. Kornberg, unpublished data). It has not been apparent whether these negative results were due to the inadequacy of the insertional-based approaches used to screen for expression patterns or to the absence of other such genes.

The expression array screen described here was based on manual dissection and isolation of small numbers of cells from single imaginal discs. 

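The mean log2(A/P) of the GFP spots was 6.71 higher on the 6 *ptc-Gal4* arrays than on the 6 *hh-Gal4* arrays, and every *ptc-Gal4* array lay above every *hh-Gal4* array (exact two-sided permutation test over 924 splits, p = 0.00216, the smallest that 6 arrays against 6 allow). Within whole discs the difference was 6.15 and within ventral fragments 7.27, each from 3 arrays against 3, for which the smallest p that an exact permutation test allows is 0.1.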

The cells were identified by patterns of GFP expression regulated either by *ptc-Gal4* or *hh-Gal4*, and our results showed that the levels of GFP transcripts in these isolated cells correlated strongly with the domains that express GFP. The expression array analysis monitored approximately 75% of the currently annotated *Drosophila* genes and identified a list of 102 genes with preferential A or P expression. 

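Among genes higher in P cells on every array, *en* had the highest P/A fold from the mean log ratio fitted by limma, at 13.7, followed by *hh* at 7.15, *Inos* and *mirr* at 2.54 and 2.52, and *Arms* at 2.48. The spot of *Arms* is the one printed directly after that of *en*. *inv* was at 2.45 and was higher in A cells on 1 of its 11 arrays. By the ratio of mean intensities *inv* was at 5.14, above *mirr*, at 3.47, and *Inos*, at 2.89.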

The three genes with the greatest P/A expression ratio were *en*, *hh*, and *inv*. The identification of the same set of genes by two dissimilar genome-wide scans (*e.g.*, expression array hybridization and enhancer trap screening) suggests that *en*, *hh* and *ci* may be unique among *Drosophila* genes in their compartment-specific expression. Thus, whereas *en*, *hh*, and *ci* had the most robust differences in expression levels, the other genes in our list produced more moderate differences in signal intensities (Table 1 and Table S1). Most of these genes appear to be expressed by subsets of cells in both compartments with only moderate enrichment in one or the other (Figure 2). Nevertheless, several expression patterns are suggestive of regulation downstream of *en* or *hh*, and we analyzed four of these genes: *Sb*, *CG16884*, *CG15905*, and *CG10200*/*hui*, of which three are involved in wing development. 

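Of the 152 probes called higher in A cells, the highest fold from the mean log ratio was 14.7, at a clone spot of *ci* printed after GFP spots, and *al* was at 11.1. The P-cell signal of that *ci* clone spot was above background on 8 of 12 arrays, that of *sc* on 6 and that of the CG-numbered spot of *ci* on 8, so that their folds depend on how background is treated and their order is not read here. Among the 42 probes called higher in P cells, none but *en* and *hh* exceeded 3-fold from the mean log ratio in the main setting. With plain background subtraction that fold was 3.47 at *inv*. By the ratio of mean intensities *inv* was at 5.14 and *mirr* at 3.47.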

The data we present indicate that *Sb* is a regulatory target of *en*/*inv* and that *hui*, *CG16884*, and *CG15905* are inducible by the *en*/*inv*-regulated gene *hh*. It is interesting to note that the Sb protein is thought to be a transmembrane serine protease that could process as yet unidentified signaling proteins (Bayer *et al.* 2003), and that *hui*, *CG15905*, and *CG16884* encode short proteins with amino-terminal putative endoplasmic reticulum signal peptides Table S2. These observations raise the possibility that all three proteins could be secreted or could process secreted factors that act on cells beyond their expression domains.

## Supplementary Material

Supporting Information

# Supplementary material for: Microarray Comparison of Anterior and Posterior Drosophila Wing Imaginal Disc Cells Identifies Novel Wing Genes
**Source:** G3 (Bethesda). 2013 Aug 1;3(8):1353–62. doi: 10.1534/g3.113.006569
**Supplement:** Supporting Information

Microarray Comparison of Anterior and Posterior Drosophila Wing Imaginal Disc Cells Identifies Novel Wing Genes — Supporting Information 

# Microarray Comparison of Anterior and Posterior *Drosophila* Wing Imaginal Disc Cells Identifies Novel Wing Genes

## Supporting Information for Ibrahim *et al.*, 2013

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S3 and Table S1 (PDF, 1 MB)
- Figure S1 - Quality control of A/P microarray comparison (PDF, 82 KB)
- Figure S2 - Hui protein alignment (PDF, 98 KB)
- Figure S3 - RT-PCR quantification of *hui* expression levels after RNAi knockdown (PDF, 1 MB)
- Table S2 - Protein sequences and prediction of signal peptides (PDF, 160 KB)
- Table S1 - List of genes with differential A and P expression (.xls, 625 KB)

# Supplementary material for: Microarray Comparison of Anterior and Posterior Drosophila Wing Imaginal Disc Cells Identifies Novel Wing Genes
**Source:** G3 (Bethesda). 2013 Aug 1;3(8):1353–62. doi: 10.1534/g3.113.006569
**Supplement:** Supporting Information

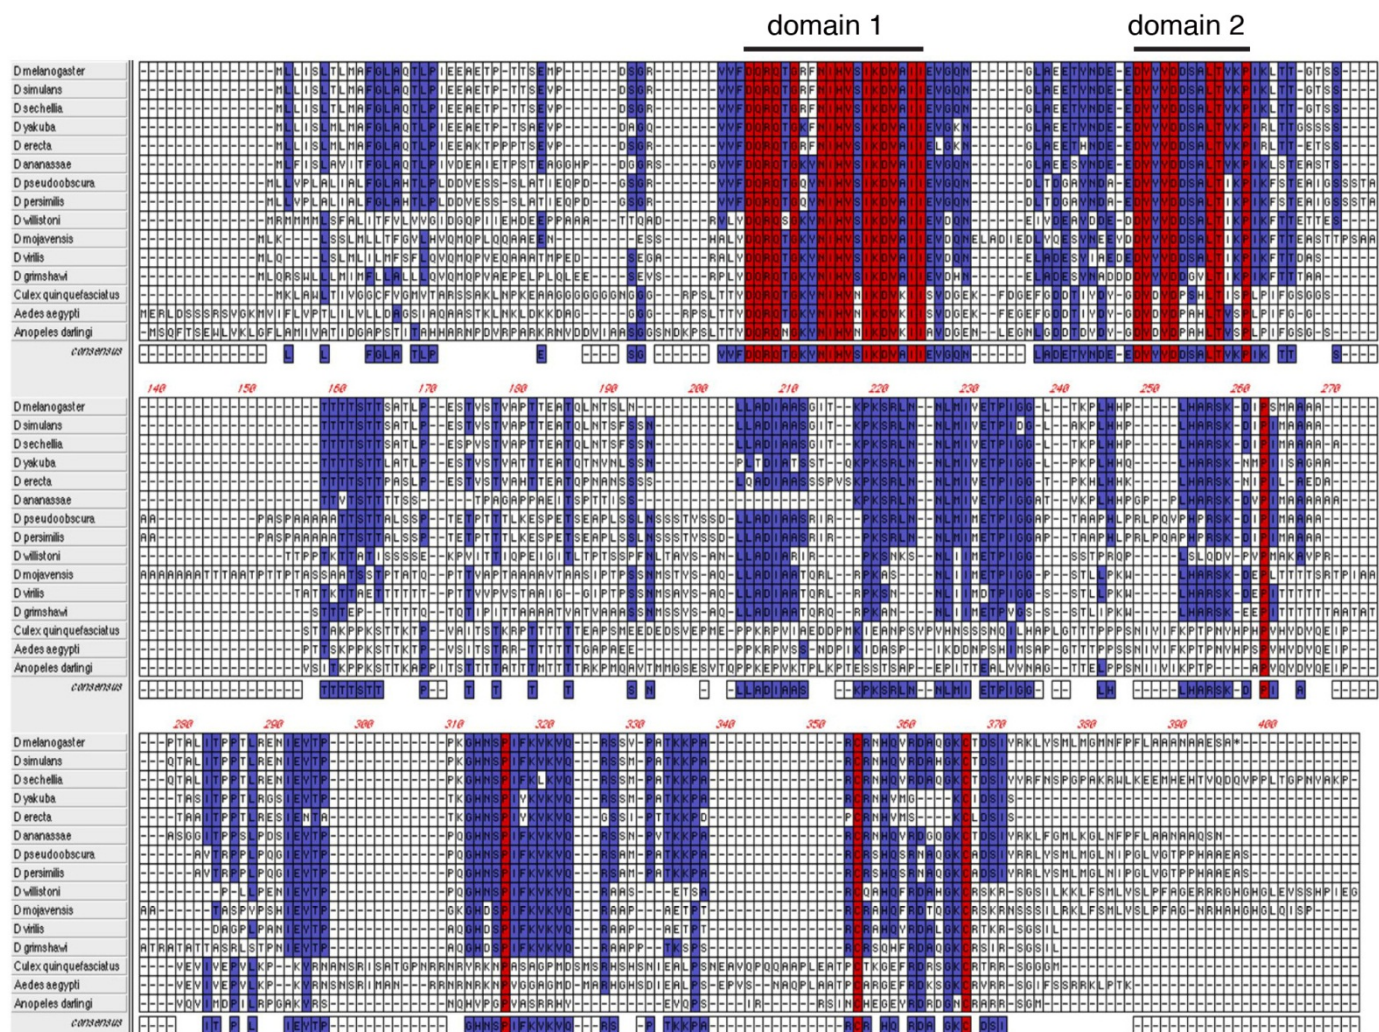

Figure S3 Hui protein alignment. The putative Hui protein of *D. melanogaster* was aligned with homologs from eleven other *Drosophila* and three other insect species. Domains of highest conservations indicated; blue indicates strong conservation; red, complete identity. The positions of the arbitrarily determined Domains 1 and 2 are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

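RNA from anterior (A) and posterior (P) wing disc cells was measured on 12 arrays in 2 colours, 3 for each of whole *ptc-Gal4*, whole *hh-Gal4*, ventral *ptc-Gal4* and ventral *hh-Gal4* discs, with A-cell RNA in Cy3 on 6 arrays and in Cy5 on 6. The authors scanned the arrays and deposited the intensity of every spot and of its local background in both channels as GenePix Pro wrote it (3.0.0.98 for ventral and 3.0.6.14 for whole arrays), without normalization. The percentage of saturated pixels per spot was deposited in the same scanner output and was used here only to look for saturated spots. The authors also deposited a table of log2 ratios, which match the scanner's log2(P/A) with no centring; these were used here with their sign turned as an alternative, called the authors' processed values.

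Intensities were read as median foreground and median background. Background was corrected with normexp at an offset of 50, and log2(A/P) was centred on the median of each array. Spots marked by the scanner software as bad or not found were treated as missing. Of 17664 spots, 16495 carried gene probes, of which 12717 were named by locus tag, 2751 by synonym and 14 by clone name from the annotation, and 1013 had no current name. The 10764 probes with data on at least 10 arrays were tested with limma 3.58.1 in R 4.3.3, with an intercept for A against P and terms for region, driver line and dye orientation coded as 1 and -1, and with Benjamini-Hochberg adjustment at a threshold of 0.05. Differences between regions and between driver lines, and the A/P ratio within each region, came from the same model. The dye term called 0 probes (limma; 560 had an unadjusted p under 0.05). A spot counted as above background when it exceeded the background by more than 2 background SDs, and no spot was saturated. On the ventral arrays 1906 to 6915 spots were not found and on the whole arrays 2060 to 3861.

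GFP spots were averaged per array and compared between driver lines with an exact two-sided permutation test. Single-channel levels were taken after loess and Aquantile normalization and compared with an exact two-sided permutation test. Gene lists were tested with camera, with its preset correlation of 0.01 and with an estimated correlation, and adjusted over the lists. Each gene of a list was represented by its brightest probe with data on all 12 arrays. The lists, written from general knowledge of *Drosophila* genes, were the Hedgehog, Dpp, Wingless, Notch and *E(spl)*, EGFR and JAK/STAT pathways, proneural, *odd-skipped*, notum and hinge, T-box, Hox, cuticle and chitin, imaginal disc growth factor, ecdysone, myoblast, tracheal, hemocyte, extracellular matrix, cell cycle, adhesion, glycolysis, heat shock, P450 and ribosomal protein genes. Of 26 lists, those of fat body and of neuron markers had fewer than 3 measured genes and were not tested.

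Genes are named in the text if the paper names them in the conclusion concerned, if they are among the 10 largest changes in either direction past the threshold (for A against P, with the same sign on every array), or if they are among the 4 largest called changes of a list. This rule, the main settings and all alternatives but 2 were set before the data were examined; values in the paper's tables had been seen by then. The alternatives were plain background subtraction, no background correction, loess with a span of 0.3, the authors' processed values, 2 filters on dim probes, data on all 12 arrays, a threshold of 0.092, no dye term, no terms besides the mean, the SAM statistic with a delta of 0.733 and 100 sign flips, the replicate number as a block, quantile normalization of single channels, and leaving out each array in turn. Keeping spots marked as not found, and leaving out clone spots beside GFP spots, were added after seeing the data. The model was tested on simulated data for 10764 probes, where A against P recovered 63 of 67 changes of 2-fold and 48 of 67 of 1.5-fold, and whole against ventral recovered 45 of 67 and 16 of 67. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The *in situ* images and genetic experiments were not analysed here.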

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

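Of the tests below, those of gene span and of loess on whole *hh-Gal4* replicate 3, of the clone spots by place and their CG-numbered probes, and of the muscle precursor list were chosen only after the result was seen, and so was the condition on Fisher's exact test beside the neighbouring spots.

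The A/P ratio of 8 probes differed between the driver lines by the test of the difference itself (*ptc-Gal4* minus *hh-Gal4*, limma): *w* by 6.58, *acs* by 2.89, CG14339 by 2.05, the *disp* clone spots by 1.89 and 1.68, the *fu* clone spot by 1.84, CG3097 by 1.49 and CG14459 by 1.11. Clone spots 1, 2 and 3 places after GFP spots had median differences of 1.85, 1.76 and 0.40 (8, 4 and 3 spots measured on at least 6 arrays), those of *bnl*, *wg* and *ci* among them, while the CG-numbered probes of these 3 genes were at 0.02, -0.13 and 0.22. The tables argue against a difference in *fu* and *disp* transcripts, since the CG-numbered probes of these genes gave a mean of -0.24 where the 3 clone spots gave 1.80. Carry-over of DNA from the spot printed before is a candidate explanation that stays open: spots directly after a bright called spot shared its direction 28.6 percentage points more often than spots directly before it (21 of 26 against 12 of 23, Fisher's exact test, two-sided p = 0.0654), which met the bound of 20 points set beforehand but not the condition on the p. Of 99 splits of the arrays, 3 gave as many calls as the real one, which is counted among them. Another split called 148 probes, so the count of 8 by itself does not exclude chance. The cause of the 148 calls was not tested.

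The log ratios of whole *hh-Gal4* replicate 3 were spread far more widely than those of the other whole arrays, with an SD of 0.795, and of 0.766 after loess, and *ci* on ventral *ptc-Gal4* replicate 1 lay far below the other ventral arrays, at 2.21 against 3.01 to 3.21. These are 3 flags in 21 groups, and chance flags about 1 in 20 groups. A dye response that changes with intensity is argued against by the SD of 0.766 that loess left, above the highest of 0.416 on the other arrays. The Spearman correlation of gene span with log2(A/P) was 0.317, inside the range of -0.376 to 0.366 of the others. A rank correlation does not measure the size of a spread, and gene span only stands in for transcript length. Unequal transcript length therefore stays open. On this array 1 of 3 markers, *en*, lay within the range of the other arrays, and *hh* and *ci* lay nearer to 0. These markers were set as a test of mixing of A and P cells, but mixing would draw the ratios towards 0 and narrow their spread, so they decide nothing about a wide spread. No biological explanation was tested.

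The A/P ratio of 9 genes differed between whole discs and ventral fragments by the test of the difference itself (whole minus ventral, limma): *Ance* by 4.61, *SPARC* by 3.18, *toe* by 2.73, *Him* by 2.61, *grn* by 2.12, CG2663 by 2.10, *slf* by 1.96, CG13040 by 1.55 and *eyg* by 1.38. A dye response that differed between the scan days would largely cancel in this difference, since each region held 3 arrays of each dye orientation. The sign of the difference was the same in both orientations for 9 of 9 genes. A gene whose sign changed with the orientation could hardly have been called, so this count decides nothing. Muscle precursor cells in the A part of the dorsal region stay open as a biological explanation. The list of their markers had an adjusted p of 0.244 from camera with an estimated correlation. That list was tested without *Him*, itself among the 9 genes, and without *twi*, since both lacked data on some ventral arrays. It therefore cannot decide the question. Any other difference between the scan days cannot be told apart from the region. Of 99 splits of the arrays, the real one among them, only the real one gave 9 genes, and another gave 7. This makes chance less likely as the source of the count. The margin is narrow and not every possible split was drawn, so chance is not excluded.

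Outside the genes that the paper lists by SAM, 10 probes were called higher in A and 9 higher in P (limma). On the A side the largest are *Ance* at 1.40 (higher in A on 6 of 12 arrays), *Traf4* at 0.96 and *Col4a1* at 0.62. The P side includes *w*, *acs* and 2 *fu* clone spots, then *grn* at -0.66, *bnb* at -0.55 (higher in A on 4 of 12 arrays, *ptc-Gal4* minus *hh-Gal4* 1.29) and *peg* at -0.52. The call of *grn* (adjusted p = 0.0390 from limma) depends on the setting, in a range of 0.0169 to 0.688 over the limma alternatives.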

How the results depend on the processing

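Keeping spots marked as not found and leaving out clone spots beside GFP were chosen only after the result was seen. Of 127 named genes called, plain background subtraction kept 127, no background correction 126 and the authors' processed values 118, and loess and no dye term lost 4 each. A model with the mean only, for A against P, kept 83 of 102. Signal over background limits the dim probes: 51.2 to 83.1% of the spots on ventral arrays and 43.9 to 76.9% on whole arrays were above background in a channel. The scan day as a block equals the region term and was not run separately.

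Where a count moved by over 1.5 times, the cause was not tested. SAM at a delta of 0.733 called 234 probes higher in A and 64 higher in P, against 152 and 42 with limma. Plain background subtraction called 22 genes higher and 1 lower in whole against ventral discs (9 and 0 in the main setting), 7 of the dorsal subcluster genes (4) and 24 for the dye (0). The authors' processed values called 16, 7 and 5 for the region, the subcluster and the dye. Loess called 22 probes higher in P in ventral discs (14), and keeping spots not found called 29 for the dye. With an estimated correlation 1 list passed for A against P (7) and 0 for whole against ventral (9; all by camera). Quantile normalization called 0 subcluster genes in P cells (1). The *ptc* probe CG2411 turned from -0.02 to 0.0111 with plain subtraction and to 0.0104 with the authors' values.

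Leaving out 1 array gave 23 to 54 probes higher in P, 3 to 9 genes higher and 0 to 1 lower in whole against ventral discs, 65 to 99 probes higher in A and 14 to 40 higher in P in whole discs, 25 to 72 and 8 to 17 in ventral discs, 1 to 4 subcluster genes, 18 to 31 entries of the SAM posterior list, 0 to 2 subcluster genes in P cells, and -0.0527 to 0.0357 for *ptc*. The lowest counts came without whole *ptc-Gal4* replicate 1 (65 in whole discs) and ventral *hh-Gal4* replicate 2 (23 higher in P, 25 in ventral discs). The count of 8 between driver lines stayed within 6 to 10.

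The replicate numbers do not pair the arrays: 6 of 18 same-numbered pairs correlated above 0.1, and 4 of 12 arrays correlated best with one of their own number. With the replicate number as a block, 107 of the 127 results of named genes kept their call, 4 genes were called higher in whole against ventral discs and 1 of the subcluster genes.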

Differences from the paper's values

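The paper gives 76 transcripts higher in P by SAM at a delta of 0.733; 42 were called here at an adjusted p under 0.05 from limma. Of the alternatives set before the data were examined, plain background subtraction (53), loess (54), a threshold of 0.092 (56) and the SAM statistic at the paper's delta (64) come within 1.5 times of the paper's count. No background correction (36), the authors' processed values (39), both filters on dim probes (42 and 38), data on all arrays (31), no dye term (45), the mean only (39) and the replicate number as a block (34) do not. The paper's count higher in A, 203, lies within 1.5 times of the 152 found here, and not of the counts with the sum of medians filter (115), data on all arrays (106) or the mean only (128).

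The paper gives a GFP fold of over 12 for the *ptc-Gal4* line and calls the fold of the *hh-Gal4* line similar. From the mean log ratio the lowest fold of the 12 arrays was 3.66, on a *hh-Gal4* array, and the lowest of the *ptc-Gal4* arrays was 4.33. The lowest fold over the 12 arrays with plain background subtraction (6.97) and with the authors' processed values (6.76) is also over 1.5 times from the paper's value, but by less than the SD between arrays of a line on the log2 scale; with no background correction (4.09) and loess (4.05) the gap exceeds that SD. By the ratio of mean GFP intensities the lowest was 7.59, on a *ptc-Gal4* array.

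The paper's A/P ratio for *ci* is 9.9 and its P/A ratio for *inv* is 5.1. The ratios of mean intensities, which is how the paper defines them, were 9.89 and 5.14. The folds from the plain mean of the log ratios were 5.28 for *ci* and 2.46 for *inv* (2.45 from the value fitted by limma). On that measure plain background subtraction (9.49 and 3.47) and the authors' processed values (9.50 and 3.48) come within 1.5 times of the paper's, and no background correction (5.59 and 2.51) and loess (5.31 and 2.43) do not.

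The paper's Table 1 gives 2.4 for *Tsp42El* (CG12840). The probe used here gave a ratio of 1.53, and another probe of the gene gave 2.42.

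The paper places *inv* among the 3 genes with the greatest P/A ratio. By the mean log ratio *inv*, at -1.29, lies behind *Inos*, *mirr* and *Arms* (-1.31), and by the ratio of mean intensities, at 5.14, it does not. The *Arms* spot is printed directly after that of *en*, so its place against *inv* is not established. The paper names *ci* among the genes with the most robust differences. At the CG2125 spot *ci*, at 2.40, lies behind *al* (3.47), as it does by the ratios of the paper's Table 1 (9.9 against 20.3). A *ci* clone spot printed after GFP spots has the largest value, 3.88. Its P-cell signal was above background on 8 of 12 arrays, so that its place among the genes near it is not established. The paper lists *dpp* as expressed in A cells. It was not called over all arrays (adjusted p = 0.0956 from limma, higher in A on 10 of 12 arrays, log2 0.61) and is called with plain background subtraction and by SAM. Of 29 genes that the paper took to *in situ* hybridization, 22 were called and all had the listed direction. The other 7 are CG18117, CG15905, *dve*, *Gasp*, *Doc2*, *Cyp310a1* and *Kal1*, and each is called by the SAM statistic at the paper's delta. For *Kal1* this differs from the paper, whose own SAM analysis did not find it enriched and which took it from the P cluster. Plain background subtraction calls CG18117, CG15905, *Gasp*, *Doc2* and *Cyp310a1*, and loess calls *dve*.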

Other observations

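The tests of gene lists were planned, and leaving out clone spots was chosen only after the result was seen. Several genes of the lists are the paper's own picks from these arrays, so the list tests are not independent evidence. Camera's values here use the preset correlation, adjusted over the lists, with A against P unless stated.

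The Hox gene *Antp*, which specifies thoracic segments, was higher in A cells with a log2(A/P) of 1.09 (adjusted p = 0.000156 from limma, higher in A on 12 of 12 arrays), and was the 1 called gene of 5 in its list (adjusted p = 0.245 for the list). The JAK/STAT ligand *upd1* was higher in A cells at 0.41, alone of 7 (0.980). In the EGFR pathway *edl* was higher in A at 0.53 and the inhibitor *aos* higher in P at -0.39, of 7 genes (0.381). *edl* lost its call without any of 7 arrays (0.0644 to 0.0762) and *aos* without any array but whole *ptc-Gal4* replicate 3 (0.0670 to 0.141). None of 10 Dpp (0.736) or 10 Wingless pathway genes (0.238) was called (limma). Of 12 notum and hinge transcription factors 1 was, *mirr* (0.381), of 4 T-box genes with data on all 12 arrays 0 (0.381; *Doc1*, which was called higher in P, has data on 11 and is not among them), of 12 ecdysone genes 0 (0.989) and of 8 adhesion genes 0 (0.989).

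Among markers of other tissues, *blow* (0.85) and *Act57B* (0.77), both of muscle, were higher in A cells. They were the called genes of the 9 myoblast markers measured on every array (0.381). *Him*, which lacks data on some ventral arrays and is not among those 9, was also higher in A cells, at 1.13 (adjusted p = 0.0111 from limma). *Col4a1*, a basement membrane collagen, was higher in A cells at 0.62, of 4 hemocyte genes (0.63) and, with *SPARC* at 1.62, of 7 matrix genes (0.192). The matrix list was shifted up in whole against ventral discs (0.00111; adjusted p = 0.105 with an estimated correlation). Of 6 tracheal markers 0 were called (0.699). *Hsp67Bc* (0.77) and *Hsp22* (0.40) were higher in A cells and 7 of 7 heat shock genes had a mean above 0 (2.65e-05; adjusted p = 0.288 with an estimated correlation). *Cyp18a1*, which inactivates ecdysone, was higher in P cells at -0.99 and *Cyp4e1* higher in A at 0.29, of 4 P450 genes (0.211). *Pepck1* was higher in P cells at -0.84, of 7 glycolysis and energy genes (0.226). Of 13 cell cycle (0.192) and 33 ribosomal protein genes (0.727) 0 were called (limma). *Act57B* lost its call without any of 5 arrays (0.0518 to 0.0609), *Hsp22* of 5 (0.0517 to 0.0633), *Cyp4e1* of 8 (0.0526 to 0.0801) and *Pepck1* of 10 (0.0513 to 0.0848).

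Exchanging A and P on arrays at random gave at most 81 probes against 194 in the real arrangement (1 of 100 as large), so chance can be excluded. It can also be excluded for whole discs alone (1 of 32; 130 against 11) and for ventral discs alone (1 of 32; 80 against 0). For the lists with the preset correlation, 2 of 100 arrangements reached the real 7 for A against P, so another arrangement did too. By region 1 of 99 did (9 against 7). With an estimated correlation 1 of the 7 lists and 0 of the 9 passed, so chance is not excluded for the single lists that did not pass. For the dye the comparison says nothing, because the real count is 0 and all 99 of 99 splits must reach it (highest other 11).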
